# Responses of *Acidobacteria* *Granulicella* sp. WH15 to High Carbon Revealed by Integrated Omics Analyses

**DOI:** 10.3390/microorganisms8020244

**Published:** 2020-02-12

**Authors:** Ohana Y.A. Costa, Marcelo M. Zerillo, Daniela Zühlke, Anna M. Kielak, Agata Pijl, Katharina Riedel, Eiko E. Kuramae

**Keywords:** genome, transcriptome, proteome, oligotroph, stress signal, transporters, sigma factor σW, cellobiose

## Abstract

The phylum *Acidobacteria* is widely distributed in soils, but few representatives have been cultured. In general, *Acidobacteria* are oligotrophs and exhibit slow growth under laboratory conditions. We sequenced the genome of *Granulicella* sp. WH15, a strain obtained from decaying wood, and determined the bacterial transcriptome and proteome under growth in poor medium with a low or high concentration of sugar. We detected the presence of 217 carbohydrate-associated enzymes in the genome of strain WH15. Integrated analysis of the transcriptomic and proteomic profiles showed that high sugar triggered a stress response. As part of this response, transcripts related to cell wall stress, such as sigma factor σW and toxin–antitoxin (TA) systems, were upregulated, as were several proteins involved in detoxification and repair, including MdtA and OprM. KEGG metabolic pathway analysis indicated the repression of carbon metabolism (especially the pentose phosphate pathway) and the reduction of protein synthesis, carbohydrate metabolism, and cell division, suggesting the arrest of cell activity and growth. In summary, the stress response of *Granulicella* sp. WH15 induced by the presence of a high sugar concentration in the medium resulted in the intensification of secretion functions to eliminate toxic compounds and the reallocation of resources to cell maintenance instead of growth.

## 1. Introduction

*Acidobacteria* is one of the most abundant bacterial phyla in soil, yet little is known about its physiology, ecological function, and impact on the soil environment [1]. The first species of *Acidobacteria* was described in the 1990s [2], and the ubiquity of the group was only recognized after the introduction of bacterial identification techniques that do not rely on bacterial isolation, such as 16S rRNA gene sequencing and metagenomics [1]. This phylum constitutes 20–50% of the soil bacterial community [1,3,4,5,6,7], but the few species that have been isolated exhibit slow growth under standard laboratory conditions, resulting in a relatively small number of cultured representatives. Genome analyses have revealed only one or two copies of the 16S rRNA gene in species sequenced to date [8,9,10], which may also indicate slow growth of these bacteria under natural conditions [11]. Consequently, the factor(s) responsible for the prevalence and successful adaptation of *Acidobacteria* to soil conditions remain unclear.

A strong negative correlation between *Acidobacteria* abundance based on 16S rRNA amplicon next-generation sequences and soil organic carbon content has been observed in diverse microbiome studies, leading to the conclusion that the phylum is composed of oligotrophic bacteria [12,13]. Oligotrophs are mainly characterized by their capacity to grow under low nutrient availability and their higher substrate utilization efficiency. In general, they are able to thrive in poor nutrient environments and exhibit slow growth under laboratory conditions [14]. Although most acidobacterial isolates have been obtained from low-nutrient culture media, some isolates are capable of growing in higher sugar concentrations, including strains from the genera *Granulicella*, *Edaphobacter* and strains similar to *Acidobacterium* [1,15,16].

Many soil *Acidobacteria* are able to degrade a wide range of carbon sources, mainly mono- and disaccharides such as glucose, xylose, mannose, galactose, and cellobiose. Predictions of genes associated with the degradation of polysaccharides in acidobacterial genomes have not always been confirmed by experimental data [1]. This gap highlights the need for studies based on cultured strains. We recently established a culture medium and incubation conditions permitting larger amounts of acidobacterial biomass (cells and/or exopolysaccharides, EPSs) to be harvested after 4 days of incubation [15]. By contrast, on other reported media, most cultivated acidobacterial species form visible colonies only after weeks of incubation [17]. As no study has addressed the response of acidobacterial strains under different sugar concentrations, the aim of this study was to sequence the genome of an acidobacterial strain, *Granulicella* sp. WH15, and determine the transcriptome and proteome responses under conditions of low (0.025%) and high (3%) sugar cellobiose concentrations.

## 2. Materials and Methods

### 2.1. Genome

The *Granulicella* sp. WH15 strain [18] obtained from the collection of the Netherlands Institute of Ecology (NIOO-KNAW) was grown on 1/10 TSB agar medium [18] at pH 5.0 for 3 days at 30 °C. The bacterial cells were harvested and the genomic DNA was extracted using a MasterPure™ DNA Purification Kit (Epicentre, Madison, WI, USA) according to the manufacturer’s instructions. A total of 10 µg of DNA was sent to the Genomics Resource Center (Baltimore, MD, USA) for a single long insert library (15–20 kb), which was constructed and sequenced in one SMRTcell using the PacBio RS II (Pacific Biosciences, Inc., CA, USA) sequencing platform. De novo assembly was performed with the help of SMRT Analysis software v2.2.0 (Pacific Biosciences, Inc., CA, USA) featuring HGAP 2 [19] and subsequent correction with Pilon 1.16 [20] to reveal a circular replicon: a 4,675,153-bp chromosome (G+C content 60.7%; 58.4× coverage). Automatic gene prediction and annotation was performed using Prokka [21], and RAST genome annotation server (http://rast.nmpdr.org/) [22]. Genes were mapped to COG (Cluster of Orthologous Groups) and KEGG IDs using the COG database (2014 release) [23] and KEGG database (release 2013) [24], using in-house scripts. The CAZyme contents of WH15 genome were determined by identifying genes containing CAZyme domains using the dbCAN2 meta server (http://bcb.unl.edu/dbCAN2/) [25], according to the CAZy (Carbohydrate-Active Enzyme) database classification [26]. Only CAZyme domains predicted by at least two of the three algorithms (DIAMOND, HMMER, and Hotpep) employed by dbCAN2 were kept. A circular genome map was drawn used CGView software [27]. Average nucleotide identity (ANI) between strain WH15 and other available *Granulicella* genomes was calculated using the webtool ANI calculator, available at https://www.ezbiocloud.net/tools/ani [28].

### 2.2. Growth Experiments

CAZyme annotation was compared to in vitro carbohydrate utilization assays. Modified 1/10 TSB (1.7 g of casein hydrated (acid) (Oxoid^TM^_,_ Basingstoke, UK), 0.3 g of tryptone (vegetable) (Fluka^TM^ 95039, Seelze, Germany), 0.5 g of sodium chloride, and 0.25 g of dipotassium phosphate (Sigma-Aldrich^®^, St. Louis, MO, USA) in 1 liter of distilled water) pH 5.0 medium was supplemented with single carbon sources: pectin (apple; Sigma-Aldrich), glycogen (Sigma-Aldrich), glucosamine (Sigma-Aldrich), and cellulose (Sigma-Aldrich), at 1% (*w/v*), and D-glucose, D-galactose, D-mannose, D-xylose, L- arabinose, L-rhamnose, D-galacturonic acid, cellobiose, D-lactose, and sucrose at 25 mM. Plates were inoculated with 100 μL of cell suspension at OD_600nm_ = 1 obtained from modified TSB (3% of cellobiose), homogenized, and incubated at 30 °C for 72 h, at which point growth was evaluated. After 72 h of growth, colonies were reinoculated in a new plate with the same carbohydrate concentration, and the process was repeated three times in order to confirm growth.

### 2.3. Transcriptome

Bacteria were grown in two sugar concentrations, based on solid (1.5% agarose) modified 1/10 TSB medium pH 5.0 (as described above) supplemented with 0.025% and 3% of cellobiose for low- and high sugar conditions, respectively. Plates were inoculated with 100 μL of cells at OD_600nm_ = 1 nm/mL, homogenized, and incubated at 30 °C for 72 h, when the strain produces colonies in culture medium and enough bacterial biomass for material extraction [15]. Each treatment had three replicates, represented by individual plates.

RNA extraction was performed using Aurum Total RNA kit (Bio-Rad^®^, Hercules, CA, USA) in a final volume of 50 µL of elution buffer. A total of 6 µg of RNA was rRNA depleted with the Ribo-Zero Bacteria Kit from Illumina. The sequencing library of each sample was prepared with the Kapa Biosystems Stranded RNA-Seq kit, and sequenced according to the Illumina TruSeq v3 protocol on the HiSeq2000 with a single read 50 bp and 7 bp index at Erasmus Center for Biomics (Rotterdam, NL). The quality of the raw fastq files was checked and filtered with FastQC. Read alignment was performed on the genome of WH15 using Bowtie2 [29]. Differential expression profiling was performed between low and high sugar treatments. Gene expression levels were quantified using the software package RNASeq by Expectation Maximization (RSEM) [30]. The matrix of fragment counts from each sample was used for the differential expression analysis via the edgeR package [31]. Differentially expressed genes between the two treatments, using the low sugar treatment as a reference, were identified at a significance level of 0.05 with a false discovery rate (FDR) correction method and the log_2_ fold change (logFC) equaled to 1. To generate a heatmap, 1% differentially expressed genes were selected. COG [23] and KEGG [24] analyses were performed for differentially expressed genes. 

### 2.4. Analysis of the Cytosolic Proteome by Mass Spectrometry and Data Analysis

Bacteria were grown in the same low sugar (0.025% cellobiose, LS) and high sugar (3% of cellobiose, HS) conditions for transcriptome analyses. Similarly, each treatment had three replicates, represented by individual plates. Bacterial biomass from each low and high sugar treatment were collected from plates and resuspended in 1 mL TE buffer. Bacterial cells were harvested by centrifugation 10,015× *g* at 4 °C for 10 min. Pellets were washed twice with 1 mL of TE buffer and finally resuspended in 1 mL TE buffer. Then, 500µL of cell suspension was transferred into 2 mL screw cap tubes filled with 500 µL glass beads (0.1 mm in diameter; Sarstedt, Nümbrecht, Germany) and mechanically disrupted using Fastprep (MP Biomedicals, Irvine, CA, USA) for 3 × 30 s at 6.5 m/s, with on-ice incubation for 5 min between cycles. To remove cell debris and glass beads, samples were centrifuged for 10 min at 4 °C at 21,885× *g*, followed by a second centrifugation (30 min at 4 °C at 21,885× *g*) to remove insoluble and aggregated proteins. The protein extracts were kept at −20 °C. Protein concentration was determined using RotiNanoquant (Carl Roth, Karlsruhe, Germany). Proteins were separated by SDS-PAGE. Protein lanes were cut into ten equidistant pieces and in-gel digested using trypsin as described earlier [32]. Tryptic peptides were separated on an EASY-nLC II coupled to an LTQ Orbitrap Velos using a non-linear binary 76 min gradient from 5–75% buffer B (0.1% acetic acid in acetonitrile) at a flow rate of 300 nL/min and infused into an LTQ Orbitrap Velos (Thermo Fisher Scientific, Waltham, MA, USA) mass spectrometer. Survey scans were recorded in the Orbitrap at a resolution of 60,000 in the *m/z* range of 300–1700. The 20 most intense peaks were selected for collision-induced dissociation (CID) fragmentation in the LTQ. Dynamic exclusion of precursor ions was set to 20 s; single-charged ions and ions with unknown charge were excluded from fragmentation; internal calibration was applied (lock mass 445.120025). 

For protein identification, resulting MS/MS spectra were searched against a database containing protein sequences of *Granulicella* sp. strain WH15 and common laboratory contaminants (9236 entries) using Sorcerer-Sequest v.27, rev. 11 (Thermo Fisher Scientific, Waltham, MA, USA) and Scaffold v4.8.4 (Proteome Software, Portland, OR, USA) as described earlier [33]. Relative quantification of proteins was based on normalized spectrum abundance factors (NSAFs; [34]). Statistical analysis was done using MeV [35]; *t*-test was applied for proteins that were identified in at least two replicates of the respective condition. Hierarchical clustering and *t*-test of z-transformed normalized data were performed with the following parameters: unequal group variances were assumed (Welch approximation), *p*-values based on all permutation with *p* = 0.01, significance determined by adjusted Bonferroni correction. Only significantly changed proteins showing at least two-fold changes between conditions were considered for further analysis. Furthermore, so-called on/off proteins that were only identified in one condition were analyzed. Functional classification of *Granulicella* sp. strain WH15 proteins was carried out using Prophane software (www.prophane.de; [36]), COG [23], and KEGG databases [24]. Voronoi treemaps were generated with Paver software (Decodon GmbH, Greifswald, Germany). 

### 2.5. Data Availability

The *Granulicella* sp. WH15 strain genome data are deposited at NCBI with accession number CP042596. Transcriptome data are deposited in the NCBI GEO database with accession number GSM4017160-65. The mass spectrometry proteomics data are deposited to the ProteomeXchange Consortium via the PRIDE [37] partner repository with the dataset identifier PXD015715.

## 3. Results

### 3.1. Genome Annotation and CAZymes

The assembled genome of *Granulicella* sp. WH15 is 4,673,153 bp, with 60.7% GC content, 3849 proteins, and only one rRNA operon. Functional annotation using COG (Cluster of Orthologous Groups) and RAST analysis resulted in the classification of 2620 genes into 23 COG functional groups and the annotation of 1456 genes to RAST subsystems. The properties and distribution of genes into COGs/RAST functional categories are listed in Table 1 and Figure 1, respectively. A circular genome map of WH15 is depicted in Figure 2.

RAST analysis showed that only 37% (1456/3939) of the annotated genes were assigned to subsystems. Among the subsystem categories present in the genome, carbohydrates and dormancy and sporulation had the highest and lowest feature counts, respectively (Figure 1). A comparison with five publicly available genomes of *Granulicella* strains showed that the genome of strain WH15 is larger only than that of G. *pectinivorans* (Table 2). The average nucleotide identity (ANI) values (Table 2) showed that *Granulicella* strain WH15 strain does not belong to any of the species for which the genomes have been sequenced.

We also performed automatic annotation followed by manual curation of CAZymes by using a dbCAN2 search, which revealed 217 CAZyme genes in the strain WH15 genome (E-value < 10^−5^) (Table 3). This value is similar to that of other soil *Acidobacteria* Gp1 species determined using the same parameters [38].

Our annotation of strain WH15’s genome revealed only four genes involved in pectin degradation. Based on the presence of polygalacturonase genes (GH28 family: GWH15_00665; GWH15_06350; GWH15_16190; GWH15_17915), strain WH15 might be capable of breaching the complex heteropolysaccharides of pectins, but lacks key genes for breaking the pectin backbone (PL1 and PL4), genes targeting D-xylose substitutions and side chains (GH53, GH54, GH93, and GH127), or genes for further pectin saccharification (GH88 and GH105). Accordingly, we did not observe growth of strain WH15 on media supplemented with pectin or galacturonic acid, in contrast to most sequenced soil isolates of *Acidobacteria* (especially *Granulicella*) [39,40,41]. However, growth was obtained on media containing sucrose, glucose, cellobiose, xylose, arabinose, mannose, rhamnose, galactose, or lactose (Supplementary Table S1). These results are consistent with the presence of α-L-rhamnosidase (GWH15_06355; GWH15_03775) and β-galactosidase (GWH15_05655, GWH15_06300; GWH15_07745) genes in the strain WH15 genome. In addition, the strain WH15 genome contained *acsC* (GWH15_12725), *acsAB* (GWH15_03685), and *bcsC* (GWH15_13465) genes involved in cellulose biosynthesis.

Analysis with the ANTISMASH 4.2.0 database revealed the presence of 33 biosynthetic gene clusters, including 11 of defined type (Table 4) and 22 classified as putative. Among the putative clusters, two have similarities with known clusters involved in the production of O-antigen and thuggacin (Table 4). In addition, other identified clusters showed potential for the production of terpenes, bacteriocins, polyketide synthases (PKSs), fatty acids, lasso peptides, and saccharides.

### 3.2. Transcriptome Analysis

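*Granulicella* sp. WH15, an acidobacterium from soil with decaying wood, was grown for 72 h at 30 °C on plates of solid modified TSB medium with 0.025% cellobiose (low sugar) or 3% cellobiose (high sugar). RNA was taken from 3 plates per condition and sequenced as 1 library per plate. The libraries are named here by the numbers of the sample labels, which are 13, 14 and 15 for low sugar and 16, 17 and 18 for high sugar. The labels do not tie these libraries to the replicates 1 to 3 of the paper. The authors depleted rRNA, prepared stranded libraries, aligned the reads to the WH15 genome with Bowtie2, quantified the genes with RSEM and compared the counts with edgeR. The values used here are the authors' TPM (transcript abundances scaled to a fixed total) of 3940 genes, with no normalization between libraries. TPM sums to 1000000 in each library and keeps no depth. The read totals in the paper's Table S2 run from 11080985 to 15731147 in low sugar and from 9322795 to 11138128 in high sugar, and were not tied to single libraries. A single gene, GWH15_07805, took 15.2%, 28.7% and 17.9% of TPM in libraries 13, 14 and 15 and 13.7%, 4.24% and 14.8% in libraries 16, 17 and 18, which moves the TPM of every other gene. Each library was divided by the median ratio of its genes to their geometric mean over the 6 libraries, with factors from 0.812 to 1.19. Genes with a TPM of 1 or more in at least 3 libraries were tested (3913 genes), and the other 27 were listed at 0 in every library. High and low sugar were compared by limma on log2(scaled TPM + 1), a scale on which a fold change understates the change of low genes. The p-values were adjusted by the Benjamini-Hochberg method and measure the spread between these plates.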

The total numbers of reads in the low and high sugar conditions are listed in Supplementary Table S2. In total, 106 (53 upregulated and 53 downregulated) genes were significantly differentially expressed (*p*-value > 0.05) in both treatments, of which only 44 could be annotated, reflecting current gaps in the knowledge of the genomes of *Acidobacteria* in general. 

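GWH15_14040, annotated as a hypothetical protein, had the largest difference towards high sugar of all genes tested, with a log2 fold change of 3.37 (standard error 0.72, adjusted p = 0.20 from limma). The largest difference towards low sugar was that of GWH15_19400, also a hypothetical protein, with a log2 fold change of -3.15 (standard error 0.57, adjusted p = 0.19 from limma). Of the 3913 genes, 0 passed an adjusted p of 0.05 in limma. At an unadjusted p under 0.05 there were 646 genes, of which 297 were higher and 349 lower in high sugar. Among these, 24 were higher and 32 lower by more than 1 on the log2 scale. The groups' libraries did not overlap for 939 genes (24.0%, where chance gives 10%). Without library 17, 122 genes passed (109 higher and 13 lower), and without library 14, 2 genes passed, *trpC* (GWH15_00785) and GWH15_19395, both lower. Without library 13, 15, 16 or 18, 0 genes passed, so a pass without library 17 did not hold over the other libraries left out, apart from these 2 genes without library 14. With the TPM as deposited, without scaling, 201 genes passed (154 higher and 47 lower). There limma took each gene's variance almost wholly from the other genes (prior degrees of freedom 599, against 3.31 after scaling). With the prior held at 3.31, 0 genes passed as deposited, as after scaling, so the 201 passes rest on the prior. This cannot tell whether these genes changed. For the fit without library 17 the prior was 4.67, and 86 genes passed with it held at 3.31. On each gene's own variance alone, 0 genes passed without library 17.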

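GWH15_14040 stood at 1055 ± 721 scaled TPM in high sugar and 80.4 ± 38.9 in low sugar (SD, n = 3 plates each). GWH15_06005 was at 856 ± 517 scaled TPM in high sugar and 98.4 ± 9.92 in low sugar, a log2 fold change of 2.83 (standard error 0.54, adjusted p = 0.19 from limma). Both are annotated as hypothetical proteins. The 28 genes listed as upregulated in Table S3 all had higher mean log2 values in high sugar, with a median log2 fold change of 1.45 and a smallest value of 0.92. By estimate, 24 lay above 1 and 12 above 1.5. In 18 of the 28 every high sugar library lay above every low sugar library. None of the 28 passed an adjusted p of 0.05 over all genes in limma, and 25 passed when adjusted over the list alone, which is not independent evidence because the study chose these genes on these libraries. Limma's camera test of the set decides nothing for the same reason. It pointed higher, with adjusted p = 6.2e-17 at a preset correlation between genes of 0.01 and adjusted p = 0.42 at the estimated correlation of 0.94. Library 17 lay far below libraries 16 and 18 in these genes, at 224 scaled TPM for GWH15_14040 against 1514 and 1425. Without it, all 28 passed in limma with a log2 fold change above 1. All 28 also did with all 6 libraries and the TPM as deposited, but 0 genes passed there with limma's prior held at its value after scaling.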

Gene expression analysis of *Granulicella* sp. WH15 grown in low and high sugar conditions showed that 28 genes were upregulated at log_2_ > 1.0-fold in the high sugar treatment, of which 17 were induced at log_2_ > 1.5-fold (Supplementary Table S3). In addition, 30 genes were downregulated at log_2_ > 1.0-fold in the high-sugar treatment, of which 12 were repressed at log_2_ > 1.5-fold (Figure 3) (Supplementary Table S3). 

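GWH15_19400 stood at 494 ± 279 scaled TPM in high sugar and 4079.6 ± 2137 in low sugar (SD, n = 3 plates each). GWH15_12725, named *acsC* of cellulose biosynthesis in the genome section and a hypothetical protein in Table S3, was at 84.7 ± 12.3 scaled TPM in high sugar and 354 ± 216 in low sugar, a log2 fold change of -1.89 (standard error 0.37, adjusted p = 0.19 from limma). The 30 genes listed as downregulated all had lower mean log2 values in high sugar, with a median log2 fold change of -1.40 and the value nearest to 0 at -0.98. By estimate, 29 lay below -1 and 14 below -1.5. In each of the 30 every high sugar library lay below every low sugar library. None passed an adjusted p of 0.05 over all genes in limma, and all 30 passed when adjusted over the list alone, which the study chose on these libraries. Limma's camera test of the set decides nothing for the same reason. It pointed lower, with adjusted p = 1.1e-23 at the preset correlation and adjusted p = 0.42 at the estimated correlation of 0.83. Without library 17, 11 of the 30 passed in limma with a log2 fold change below -1. With the TPM as deposited 24 did, but 0 genes passed there with limma's prior held at its value after scaling.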

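Transcripts of *sigW* (GWH15_14050), the sigma factor of the response to cell-envelope stress, were at 176 ± 76.4 scaled TPM in high sugar and 68.9 ± 6.15 in low sugar (SD, n = 3 plates each), a log2 fold change of 1.23 (standard error 0.33, adjusted p = 0.22 from limma). *lytR* (GWH15_01965), a sensory transduction protein of a two-component system, was at 273 ± 114 scaled TPM in high sugar and 86.2 ± 5.78 in low sugar, a log2 fold change of 1.55 (standard error 0.32, adjusted p = 0.19 from limma). In both genes every high sugar library lay above every low sugar library. *tsaA* (GWH15_04600), a peroxiredoxin, was at 301 ± 129 scaled TPM in high sugar and 146 ± 27.8 in low sugar, a log2 fold change of 0.94 (standard error 0.34, adjusted p = 0.28 from limma). Its value in library 17, 152 scaled TPM, lay within the low sugar range of 129 to 178. Of the 28 genes listed as upregulated in Table S3, 20 are annotated as hypothetical proteins and 8 carry a name. Without library 17 the adjusted p from limma was 6.8e-04 for *sigW*, 2.0e-04 for *lytR* and 0.0028 for *tsaA*. With any other library left out these genes did not pass. The lowest adjusted p from limma was then 0.16 for *sigW*, 0.16 for *lytR* and 0.26 for *tsaA*, each without library 18.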

The comparison between the treatments demonstrated that the high sugar condition mainly induced the expression of genes related to stress, as well as several unknown hypothetical proteins. 

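tRNA-Asn with the anticodon GTT (GWH15_00285), which brings asparagine to the ribosome, was at 2429 ± 1383 scaled TPM in high sugar and 362 ± 133 in low sugar (SD, n = 3 plates each). Its log2 fold change was 2.65 (standard error 0.43, 95% confidence interval 1.64 to 3.65, adjusted p = 0.19 from limma), the highest among the 8 genes with a name that Table S3 lists as upregulated. It was at 2117, 1228 and 3941 scaled TPM in the high sugar libraries 16, 17 and 18 and at 346, 502 and 239 in the low sugar libraries 13, 14 and 15, so the groups did not overlap. Without library 17 the log2 fold change was 3.06 (adjusted p = 0.0028 from limma). It did not pass with any other library left out, with an adjusted p from limma of 0.16 (without library 18) to 0.45 (without library 16).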

Among the annotated genes, a transfer RNA (tRNA-Asn-GTT) was the most upregulated (2.7-fold). In addition, the expression of the genes *gfo4* (glucose-fructose oxidase), *tRNA-Asp* (GTC), *higA* (HigA antitoxin), and *lytR* (sensory transduction protein LytR) was upregulated (>1.5-fold) in the high-sugar condition, and the expression of genes coding for the stress response sigma factor SigW (σW), peroxiredoxin TsaA, and toxin HigB-1 was upregulated >1.0-fold. By contrast, the high-sugar condition suppressed the expression of genes related to cell cycle/division and energy metabolism. 

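*gfo4* (GWH15_14070) was at 409.6 ± 224 scaled TPM in high sugar and 108 ± 20.2 in low sugar (SD, n = 3 plates each), a log2 fold change of 1.72 (standard error 0.47, adjusted p = 0.22 from limma). tRNA-Asp with the anticodon GTC (GWH15_16895) was at 952 ± 461 scaled TPM in high sugar and 289 ± 65.8 in low sugar, a log2 fold change of 1.59 (standard error 0.40, adjusted p = 0.22 from limma). In both, every high sugar library lay above every low sugar library. *higA* (GWH15_17685), the antitoxin, was at 625 ± 378 scaled TPM in high sugar and 190.3 ± 39.8 in low sugar, a log2 fold change of 1.46 (standard error 0.53, adjusted p = 0.27 from limma). *higB-1* (GWH15_17690), the toxin encoded next to it, was at 333 ± 172 scaled TPM in high sugar and 148 ± 35.8 in low sugar, a log2 fold change of 1.01 (standard error 0.44, adjusted p = 0.31 from limma). In library 17 *higA* was at 200.1 and *higB-1* at 135 scaled TPM, inside the low sugar ranges of 156 to 234 and 119.6 to 188. When library 17 was left out, the log2 fold changes were 2.32 for *gfo4*, 2.10 for tRNA-Asp, 2.15 for *higA* and 1.57 for *higB-1*, with 0.0036 as the highest adjusted p of the 4 from limma. None of the 4 passed with any other library left out. Their adjusted p from limma then ran from 0.16 (tRNA-Asp without library 18) to 0.61 (*higB-1* without library 16).

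**Figure D1:**
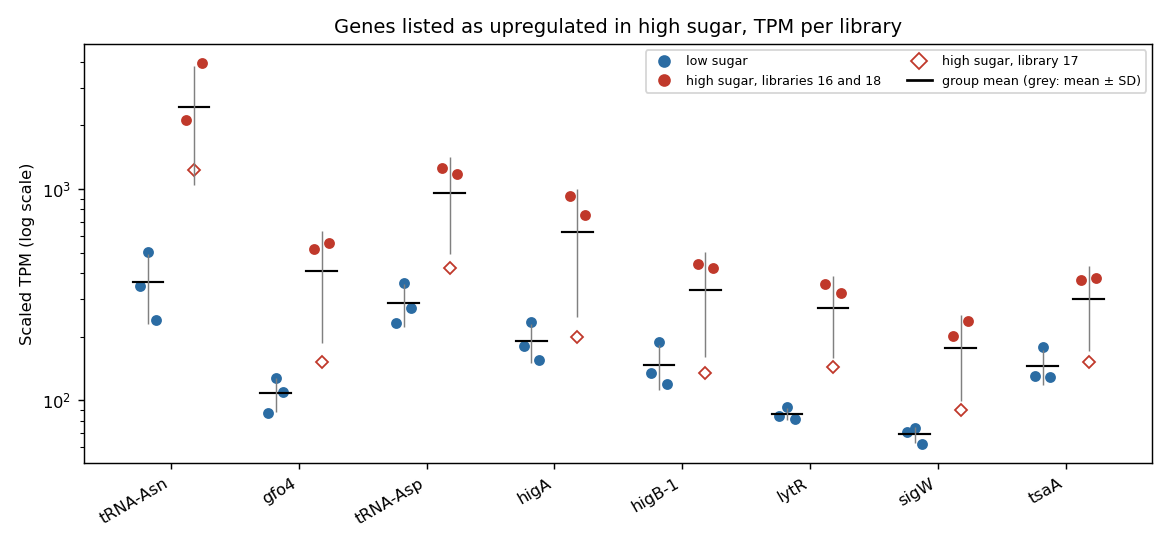
Scaled TPM on a log axis of 8 genes listed as upregulated, 1 point per library, with bars at the group means and grey lines for the mean ± SD (n = 3). The open diamond is library 17, the lowest of the high sugar libraries in each of the 8 genes.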

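*xerC*, the tyrosine recombinase of chromosome segregation, has 3 copies in Table S3. GWH15_06890 was at 85.4 ± 22.1 scaled TPM in high sugar and 480.2 ± 309.6 in low sugar (SD, n = 3 plates each), a log2 fold change of -2.33 (standard error 0.41, adjusted p = 0.19 from limma). GWH15_08685 was at 89.5 ± 21.7 scaled TPM in high sugar and 379 ± 197 in low sugar, a log2 fold change of -1.98 (standard error 0.34, adjusted p = 0.19 from limma). GWH15_04765 was at 126 ± 34.6 scaled TPM in high sugar and 341 ± 161 in low sugar, a log2 fold change of -1.37 (standard error 0.33, adjusted p = 0.21 from limma). Whether the copies share reads was not tested, so they are uncertain as separate measurements. *tpiA* (GWH15_16995), the triosephosphate isomerase of glycolysis, was at 351 ± 166 scaled TPM in high sugar and 1499 ± 594 in low sugar, a log2 fold change of -2.16 (standard error 0.43, adjusted p = 0.19 from limma). In each of these 4 genes every high sugar library lay below every low sugar library. Without library 17 the adjusted p from limma was 0.039, 0.036 and 0.13 for the *xerC* copies in that order and 0.014 for *tpiA*. None of the 4 passed with any other library left out. The lowest adjusted p from limma was then 0.12, for GWH15_06890 without library 14.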

Downregulation of expression (<1.5-fold) was observed for the genes *trpF* (N-(5’-phosphoribosyl) anthranilate isomerase) and *ssrA* (transfer-messenger RNA), which are involved in amino acid/protein synthesis; two copies of *xerC* (tyrosine recombinase XerC) and the 16S ribosomal RNA gene, which are involved in cell division; *tpiA* (triosephosphate isomerase) and *glpF* (glycerol uptake facilitator protein), which are involved in carbohydrate transport/metabolism; and *hspA* (spore protein SP21), a heat shock chaperone. 

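*trpF* (GWH15_00780) was at 855 ± 396 scaled TPM in high sugar and 5924 ± 3273 in low sugar (SD, n = 3 plates each), a log2 fold change of -2.78 (standard error 0.45, adjusted p = 0.19 from limma). *ssrA* (GWH15_07810), the transfer-messenger RNA that frees stalled ribosomes, was at 781 ± 464 scaled TPM in high sugar and 2253 ± 1347 in low sugar, a log2 fold change of -1.64 (standard error 0.62, adjusted p = 0.28 from limma). 16S rRNA (GWH15_01755), in the part left after depletion, was at 112 ± 22.2 scaled TPM in high sugar and 429.9 ± 166 in low sugar, a log2 fold change of -1.86 (standard error 0.31, adjusted p = 0.19 from limma). 23S rRNA (GWH15_01770) had a log2 fold change of -1.28 (standard error 0.23, adjusted p = 0.19 from limma). *glpF* (GWH15_15305) was at 656 ± 279.9 scaled TPM in high sugar and 2028 ± 914 in low sugar, a log2 fold change of -1.65 (standard error 0.41, adjusted p = 0.22 from limma). *hspA* (GWH15_00885), a heat shock chaperone, was at 149 ± 75.9 scaled TPM in high sugar and 895 ± 531 in low sugar, a log2 fold change of -2.60 (standard error 0.51, adjusted p = 0.19 from limma). In each of these 6 genes every high sugar library lay below every low sugar library, and library 17 was the lowest. Without library 17 the log2 fold change of *ssrA* was -0.94 (adjusted p = 0.29 from limma), that of *trpF* -2.38 (adjusted p = 0.014), that of *hspA* -2.08 (adjusted p = 0.029) and that of 16S rRNA -1.68 (adjusted p = 0.033). None of the 6 passed with any other library left out. The lowest adjusted p from limma was then 0.060, for 16S rRNA without library 15.

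**Figure D2:**
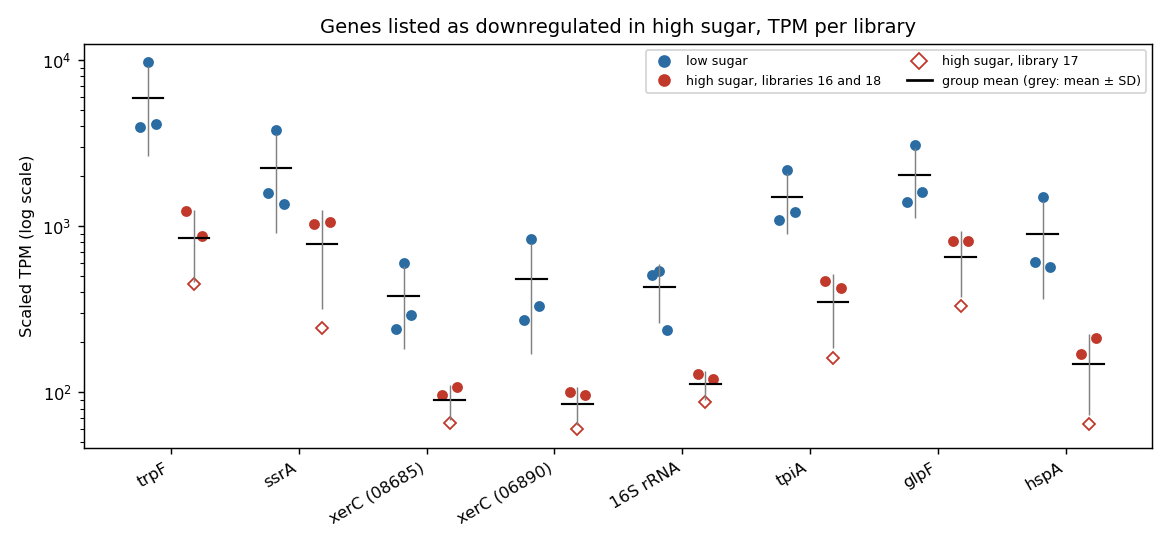
Scaled TPM on a log axis of 8 genes listed as downregulated, 1 point per library, with bars at the group means and grey lines for the mean ± SD (n = 3). The open diamond is library 17, the lowest of the 6 libraries in each of the 8 genes.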

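*rpoD* (GWH15_00505), the housekeeping sigma factor, was at 77.6 ± 14.1 scaled TPM in high sugar and 165 ± 61.9 in low sugar (SD, n = 3 plates each), a log2 fold change of -1.03 (standard error 0.26, adjusted p = 0.22 from limma). *gndA* (GWH15_01535), the 6-phosphogluconate dehydrogenase of the pentose phosphate pathway, was at 159 ± 32.9 scaled TPM in high sugar and 400.0 ± 139 in low sugar, a log2 fold change of -1.29 (standard error 0.25, adjusted p = 0.19 from limma). The RNA of RNase P (GWH15_00210), which matures the leading ends of tRNAs, was at 612 ± 344 scaled TPM in high sugar and 1507 ± 814 in low sugar, a log2 fold change of -1.40 (standard error 0.56, adjusted p = 0.29 from limma). *lon2* (GWH15_14410), a Lon protease, was at 68.7 ± 6.53 scaled TPM in high sugar and 158 ± 66.8 in low sugar, a log2 fold change of -1.12 (standard error 0.27, adjusted p = 0.21 from limma). The groups' libraries did not overlap in any of the 4 genes. With library 17 left out, the log2 fold change of RNase P was -0.77 (adjusted p = 0.33 from limma).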

The expression of genes encoding the housekeeping sigma factor RpoD, 6-phosphogluconate dehydrogenase (*gndA*), RNase P, and Lon protease 2 (*lon2*) was also significantly downregulated (>1.0-fold). COG category assignments of the differentially expressed transcripts are presented in Figure 4a. All of the significantly up- and downregulated genes (>1.0 fold) and their annotations are described in Supplementary Table S3. 

Among the upregulated transcripts, two genes could be assigned to KEGG pathways: *tsaA* (K11188—metabolic pathways, biosynthesis of secondary metabolites and phenylpropanoid biosynthesis) and *lytR* (K07705—two-component system) (Figure 4a). Of the downregulated transcripts, five genes were linked to metabolic pathways in the KEGG database: *trpF* (5 pathways), *tpiA* (10 pathways), *dnaK* (1 pathway), *trpC* (5 pathways), and *gndA* (8 pathways) (Figure 4b). These genes are mostly related to the production of antibiotics and secondary metabolites, as well as amino acid and carbon metabolism. 

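*dnaK* (GWH15_01625), a heat shock chaperone, was at 180.4 ± 46.6 scaled TPM in high sugar and 490.3 ± 208 in low sugar (SD, n = 3 plates each), a log2 fold change of -1.40 (standard error 0.30, adjusted p = 0.20 from limma). *trpC* (GWH15_00785), which follows *trpF* in the genome and acts in the same pathway, was at 528 ± 42.9 scaled TPM in high sugar and 1387 ± 469 in low sugar, a log2 fold change of -1.34 (standard error 0.21, adjusted p = 0.19 from limma). All 5 genes were lower in every high sugar library than in every low sugar library. None passed an adjusted p of 0.05 over all genes in limma, and all 5 passed when adjusted over the list alone, which the study chose on these libraries. Limma's camera test of the 5 genes as a set decides nothing for the same reason. It pointed lower, with adjusted p = 1.0e-06 at the preset correlation and adjusted p = 0.42 at the estimated correlation of 0.87. Without library 14 *trpC* had a log2 fold change of -1.09 (adjusted p = 0.017 from limma), and without library 17 *trpF*, *trpC* and *tpiA* passed. None of the 5 passed without library 13, 15, 16 or 18.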

The metabolic pathways for each gene are described in Table 5.

### 3.3. Proteome Analysis

Qualitative analysis of the proteomic data demonstrated that the samples clustered according to treatment (i.e., high or low sugar condition; Supplementary Figure S1). In total, 1,418 proteins could be identified in both conditions in two of three replicates each. Overall, 448 proteins showed significant differences between the low and high sugar conditions (*t*-test, *p* = 0.01; Supplementary Figure S2). In addition, 249 so-called on/off proteins that were only present in one condition were detected. The proteome patterns of WH15 under the low and high sugar treatments are depicted in Figure 5. In the high sugar condition, 121 proteins were upregulated two-fold, and 129 proteins were “on”; 78 proteins were downregulated at least two-fold, and 120 proteins were “off” (Figure 5; Supplementary Tables S4 and S5). A comparison with the transcriptome data revealed that two genes (*lytR* and a hypothetical protein—ORF 05985) were upregulated and two genes (*gndA* and a hypothetical protein—ORF 08600) were downregulated in both datasets for the high sugar treatment. 

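GWH15_05985 was at 289 ± 148 scaled TPM in high sugar and 121 ± 5.96 in low sugar (SD, n = 3 plates each), a log2 fold change of 1.08 (standard error 0.41, adjusted p = 0.28 from limma), and its library 17 value of 120.1 scaled TPM lay inside the low sugar range. GWH15_08600 was at 198 ± 50.2 scaled TPM in high sugar and 459 ± 181 in low sugar, a log2 fold change of -1.17 (standard error 0.28, adjusted p = 0.21 from limma). GWH15_12725 was also lower in high sugar and is listed as off there in the paper's Table S6. The directions were opposite for 2 genes. GWH15_08445, a hypothetical protein, had a transcript log2 fold change of 1.65 (standard error 0.54, adjusted p = 0.25 from limma), where the paper's protein value is -1.73. GWH15_19395, a hypothetical protein in Table S3 that Table S4 lists 2 times, as hypothetical and as a member of the asmA family, had a transcript log2 fold change of -1.29 (standard error 0.19, adjusted p = 0.19 from limma), where the paper lists the protein as on. Without library 17 the log2 fold change was 1.62 for GWH15_05985 (adjusted p = 2.9e-04 from limma), 2.35 for GWH15_08445 (adjusted p = 4.8e-04), -1.23 for GWH15_19395 (adjusted p = 0.023), -1.09 for GWH15_08600 (adjusted p = 0.12) and -1.77 for GWH15_12725 (adjusted p = 0.065). None of these genes passed with any other library left out, apart from GWH15_19395 without library 14 (adjusted p = 0.017 from limma). Across the 198 proteins with a measured fold change in the paper's Tables S4 and S6, transcript and protein log2 fold changes had a Pearson r of 0.11 (two-sided permutation test, p = 0.12, adjusted p = 0.12) and a Spearman rho of 0.13 (two-sided permutation test, p = 0.058, adjusted p = 0.12). These correlations are across genes, which are not independent replicates. The signs matched in 111 of the 198 genes (56.1%), 70 with both higher and 41 with both lower. They were opposite for 50 proteins that rose and for 37 that fell. No chance level was computed for this share, so it does not by itself show a link. In limma's camera test none of the protein lists passed. The median transcript log2 fold change was 0.05 for the 120 proteins with a measured rise (adjusted p = 0.45 from limma) and -0.03 for the 78 with a measured fall (adjusted p = 0.71 from limma). It was 0.02 for the 128 proteins detected only in high sugar and -0.06 for the 120 detected only in low sugar (adjusted p = 0.44 from limma for both). Limma's fry in its mixed form, for change in either direction, gave adjusted p = 0.037 for the measured rises and 0.057 for the measured falls. It gave 0.038 for the proteins only in high sugar and 0.044 for those only in low sugar. That test does not compare a list with other genes.

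**Figure D3:**
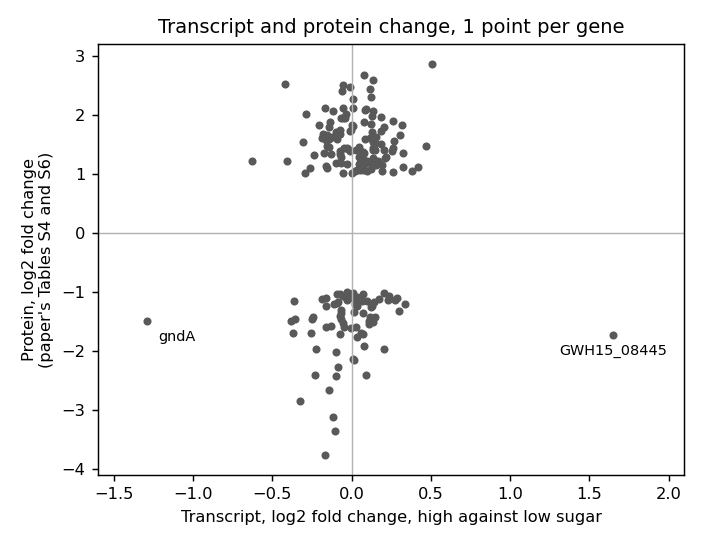
Transcript log2 fold change, high against low sugar (horizontal axis), and the paper's protein log2 fold change (vertical axis) for the 198 proteins with a measured fold change, 1 point per gene. Most transcripts lie near 0 at any protein value, and *gndA* and GWH15_08445 lie farthest from 0.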

Among the differentially expressed proteins, 332 could be assigned to COG categories, and 184 were annotated to KEGG orthologs (Figure 6).

### 3.4. Upregulated Proteins

COG analysis demonstrated that most of the upregulated proteins belong to the cell wall/membrane/envelope biogenesis (44) and defense mechanism (16) categories (Figure 6a). TigrFam classification grouped most of the upregulated/on proteins in the protein fate category (27), followed by the cellular processes (21), transport/binding proteins (20), and cell wall/membrane/envelope biogenesis categories (12) (Supplementary Figure S3). Closer examination of the subroles of the most abundant protein categories demonstrated that their main functions were related to peptide secretion and trafficking, detoxification and toxin production/resistance processes, efflux pumps, transporters, and TonB-dependent receptors (Supplementary Table S4). In addition to the sensory transduction protein LytR (*lytR*), which was also upregulated in the transcriptome data, several cell membrane proteins could be identified, such as the outer membrane protein OprM (*oprM* 1, 4, 5, 6, and 7), the LPS-assembly protein LptD (*lptD* 2), the macrolide export proteins MacA and MacB (*macA* 1, *macB* 6 and 8), the polysialic acid transport protein KpsD (*kpsD* 2), and the multidrug resistance proteins MdtB and MdtC (*mdtB* 2 and 3, *mdtC* 3 and 6). Among the upregulated proteins, 135 were annotated to KEGG orthologs, but only 44 orthologs could be mapped to KEGG metabolic pathways (Figure 6b, Supplementary Table S5), and some identifiers were assigned to more than one pathway. Most of the proteins were mapped to “general” metabolic pathways (15), two-component systems (9), biosynthesis of secondary metabolites (6), ABC transporters (4), and bacterial secretion systems (4), indicating that no particular metabolic pathway seemed to be specifically stimulated under the high sugar condition (Supplementary Figure S4), although the expression of many membrane proteins was enhanced (Figure 7). However, when the genes assigned to the COG carbohydrate transport and metabolism category were examined, proteins related to trehalose metabolism were observed, such as OtsA (trehalose-6-phosphate synthase), TreS (trehalose synthase) and GlgE 1 (alpha-1,4-glucan:maltose-1-phosphate maltosyltransferase), as well as a hypothetical protein similar to cellobiose phosphorylase (ORF GWH15_11910). Another interesting protein identified was CcpA (catabolite control protein A), a carbon metabolism regulator (Supplementary Table S4).

### 3.5. Downregulated Proteins

Within the COG categories, the downregulated proteins were mostly distributed among the carbohydrate transport and metabolism (35), amino acid transport and metabolism (20), and lipid transport and metabolism (22) categories (Figure 6a). TigrFam classified most of the downregulated/off proteins in the categories of energy metabolism (29) and biosynthesis of cofactors, prosthetic groups and carriers (13) (Supplementary Figure S3). Among the TigrFam subroles of the most abundant categories, most of the proteins were related to sugar metabolism and the biosynthesis of vitamins. In total, 119 proteins were assigned to KEGG orthologs, and 68 orthologs were assigned to KEGG metabolic pathways. The majority of the proteins were assigned to “general” metabolic pathways (56), biosynthesis of secondary metabolites (22), biosynthesis of antibiotics (19), microbial metabolism in diverse environments (12), carbon metabolism (12), and biosynthesis of amino acids (11) (Figure 6b). Consistent with the COG categories, a downregulation of proteins linked to KEGG pathways involved in carbon, amino acid, and lipid metabolism was observed (Supplementary Figure S4, Supplementary Table S6). In addition to general carbon metabolism, pathways related to secondary carbon sources seemed to be repressed, such as the metabolism of starch, sucrose, galactose, amino sugars, nucleotide sugars, fructose, mannose and other glycans, the pentose phosphate pathway, and glycolysis (Figure 6b, Figure 7, Supplementary Table S5). A repression of pathways related to several amino acids (e.g., valine, leucine, phenylalanine, tyrosine, and tryptophan) and the metabolism of fatty acids and lipopolysaccharides was observed (Figure 6b). The carbon-related repressed proteins included beta galactosidases (BgaA and BgaB), 1,4-beta-D-glucan glucohydrolase (GghA), xylan 1,4-beta-xylosidase (Xyl3A 1), beta-xylosidase (XynB), endopolygalacturonase (PehA 1), and exo-poly-alpha-D-galacturonosidase (PehX). Furthermore, four enzymes involved in the pentose phosphate pathway were downregulated: 6-phosphogluconate dehydrogenase, NADP(+)-dependent decarboxylase (GndA), transketolase 2 (TktB 1), gluconolactonase (Gnl 1), and KHG/KDPG aldolase (Eda). Among the proteins related to amino acid metabolism, the glutamate-pyruvate aminotransferase AlaA (alanine), histidinol-phosphate aminotransferase HisC2 (histidine), and prephenate dehydrogenase TyrA2 (tyrosine) were repressed. Enzymes involved in fatty acid degradation such as 3-ketoacyl-CoA thiolase (FadA), acyl-CoA dehydrogenase (FadE), and 3-hydroxyacyl-CoA dehydrogenase (FadN) were also downregulated (Supplementary Table S6).

## 4. Discussion

*Granulicella* sp. WH15, an isolate collected from soil containing decaying wood, has a genome consisting of 4.7 Mbp. Similar to other *Granulicella* strains, the genomic data suggest that *Granulicella* sp. WH15 is involved in the carbon cycling process in soil as well as the hydrolysis and utilization of stored carbohydrates and biosynthesis of exopolymers [40,41]. The saccharide gene clusters revealed by ANTISMASH analysis are likely involved in the production of capsule, antigen, and exopolymers. Exopolymer production by this strain has been observed under laboratory conditions, and the composition of the biopolymer has been characterized [42]. Members of the phylum *Acidobacteria* are generally considered slow-growing organisms that succeed in oligotrophic environments. The acidobacterium *Granulicella* sp. was isolated by employing a low-nutrient culture medium [18], similar to other strains of *Granulicella* [9,39]. Although this strain can be cultivated using low quantities of nutrients, it also develops well in higher concentrations of sugar [15]. To better understand the behavior of *Granulicella* sp. WH15 in response to different carbon source concentrations, comparative transcriptomic and proteomic analyses were performed under 0.025% and 3% cellobiose. The comparative transcriptomic and proteomic profiles of strain WH15 under low and high sugar conditions demonstrated that the higher concentration of carbon source triggered a stress response. 

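Relative to the mean of the low sugar libraries, the 28 genes listed as upregulated, among them *sigW*, *higA*, *higB-1* and *gfo4*, had a median log2 value of 2.04 in library 16, 0.39 in library 17 and 2.06 in library 18. In the low sugar libraries 13, 14 and 15 their median was -0.16, 0.28 and -0.14. The 30 genes listed as downregulated, among them *trpF*, *tpiA* and *xerC*, had a median of -1.08 in library 16, -2.04 in library 17 and -1.22 in library 18. Their median was -0.34, 0.65 and -0.32 in libraries 13, 14 and 15. Library 17 thus had the smallest difference of the high sugar libraries in the genes listed up and the largest in the genes listed down. The paper reasons that more sugar triggered a stress response. It draws on higher transcripts, among them those of σW, the toxin-antitoxin system HigAB and *lytR*. It also draws on the proteome, where membrane, efflux and trehalose proteins were more abundant. From the lower transcripts of anthranilate isomerase, RNase P, 16S rRNA, triosephosphate isomerase and XerC it reasons that cell activity declined. From the lower proteins, most of them of energy metabolism and cofactor biosynthesis, it reasons further that metabolism slowed.

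**Figure D4:**
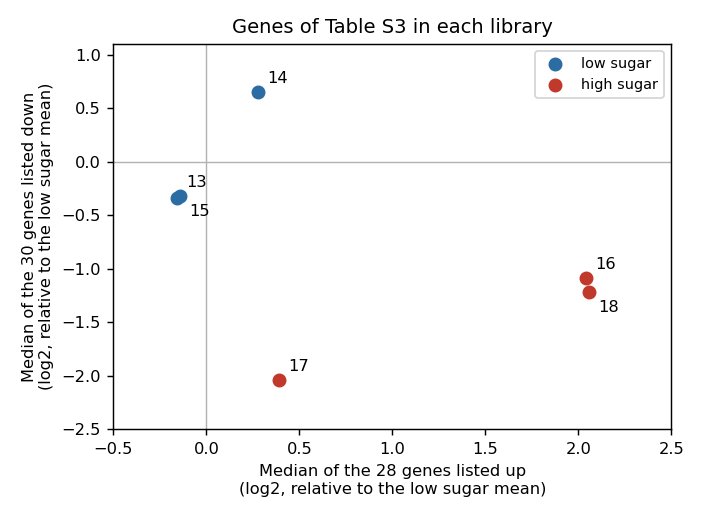
Median log2 value, relative to the low sugar mean, of the 28 genes listed up (horizontal axis) and of the 30 genes listed down (vertical axis), 1 point per library. Library 17 lies at 0.39 and -2.04, apart from libraries 16 and 18.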

Stress conditions in bacteria induce changes at the transcriptional level that are often associated with a variety of σ factors, which bind to RNA polymerase. Transcriptomic profiling showed that, in addition to other stress proteins, the sigma factor σW was upregulated log_2_ > 1.0-fold. In *Bacillus subtilis*, the σW regulon controls genes related to cell-envelope stress, membrane proteins, and proteins involved in protection against toxins or antibiotics. Expression of this regulon has been observed under conditions of stress that affect cell wall biosynthesis or membrane integrity, such as alkali shock, salt stress, and treatments with cationic peptides and detergents [43]. The cell envelope is the most external form of bacterial defense and receives stress stimuli, senses perturbations, and transmits signals that induce the transcriptional changes necessary for an adaptive response [44]. Another stress protein upregulated in the high sugar condition was the toxin–antitoxin (TA) system HigAB. The prokaryotic TA system encodes a stable toxin (HigB) and an unstable antitoxin (HigA) that neutralizes HigB. HigB is an mRNA interferase that is believed to be involved in growth rate control [45]. Expression of the system is induced by various stress stimuli, such as nutritional stress, heat shock [46], and exposure to chloramphenicol and chloroform [47,48]. In *Escherichia coli*, amino acid starvation strongly induces the transcription of the TA system [45]. 

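The TPM of *higA* (GWH15_17685), the antitoxin, exceeded that of *higB-1* (GWH15_17690), the toxin, in all 6 libraries. The ratio of *higA* to *higB-1* TPM was 2.09, 1.48 and 1.78 in the high sugar libraries 16, 17 and 18. In the low sugar libraries 13, 14 and 15 it was 1.34, 1.24 and 1.30. The log2 ratio was 0.82 ± 0.25 in high sugar and 0.37 ± 0.05 in low sugar (SD, n = 3), and the groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest p that 3 plates against 3 allow). A ratio within a library does not depend on the scaling between libraries.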

The higher expression level of the antitoxin HigA compared to HigB in this study suggests that the acidobacterial cells were adapting to stress [49] and therefore produced more antitoxin to counterbalance the effect of HigB. In addition, these results are compatible with the downregulation of Lon protease, which contributes to the proteolytic regulation of many cell functions and is involved in the degradation of HigA during amino acid starvation [50]. The upregulated gene *gfo4* encodes glucose-fructose oxidoreductase—an enzyme involved in the production of molecules that function in osmoprotection under high sugar conditions [51]. The production of this enzyme could be important to counterbalance the effects of the high amounts of sugar in the culture medium. By contrast, the gene *glpF*, which encodes a glycerol uptake facilitator protein, was downregulated. This aquaglyceroporin facilitates the transport of glycerol and other linear polyalcohols across membranes, which would be redundant, as the cell is able to produce such molecules via the glucose-fructose oxidoreductase gfo4. 

Another upregulated protein, LytR, is a sensory transduction protein that is part of the LytSR system, which in *Staphylococcus aureus* functions as a sensor-response system that detects perturbations in the electrical potential of the cell membrane, such as disturbances caused by the presence of stress agents [52]. Furthermore, the upregulation of tRNA genes could be involved in expression regulation. In addition to their central role in protein synthesis, tRNAs are involved in the regulation of global gene expression during nutritional stresses to adapt microbial metabolism to changes in amino acid concentrations [53]. In the yeast *Saccharomyces cerevisiae*, for instance, glutamine tRNA is responsible for signaling nitrogen source quality in the environment and acts as a development regulator [54]. In addition, under different stress conditions, the relative abundances of tRNAs in *S. cerevisiae* change towards tRNAs recognizing rare codons to induce faster translation of the stress proteins necessary for adaptation [55]. Although these functions of tRNAs were described in yeast, similar functions may be present in bacteria such as strain WH15. 

The proteomic profile of the high sugar treatment was consistent with the upregulation of stress-related genes observed in the transcriptomic analyses. Most of the upregulated/on proteins were membrane proteins related to peptide secretion and trafficking, detoxification and toxin resistance, efflux pumps and transporters, and cell wall and defense mechanisms. The high abundance of membrane proteins may indicate that the stress conditions increased the production of toxic metabolites, which can be eliminated from cells via pump systems [56]. The protein TolC is important for membrane structure and function in *E. coli*, as well as in the export of toxic molecules in gram-negative bacteria, and TolC mutants are impaired in detoxification and repair [57]. The proteins MdtA, MdtN, MdtB, and MdtC belong to the resistance-nodulation-division (RND) family of transporters, which play a role in drug resistance in Gram-negative bacteria and promote the efflux of a wide range of toxic compounds, including antibiotics and detergents [58,59]. The outer membrane protein OprM is part of a membrane protein complex capable of actively ejecting an assortment of harmful compounds and is most notably involved in multidrug-resistance in Gram-negative bacteria such as *Pseudomonas aeruginosa* [60]. Interestingly, genes encoding cation/multidrug efflux pumps are upregulated in cells of *Acetobacter aceti* grown in glucose, although the reasons are unknown [61]. In addition, it was already observed that strains of *Acidobacteria* have a large proportion of their genomes dedicated to transport [1]. Most of the genes are related to drug/metabolite transport; however, a broad range of substrate categories can be observed, suggesting that *Acidobacteria* may have advantages in nutrient uptake, especially in oligotrophic, nutrient-limited conditions [1].

KEGG metabolic pathway analysis of the upregulated proteins and transcripts demonstrated that no specific metabolic pathway was enhanced by the high sugar treatment. Nonetheless, a predominance of categories related to membrane protein complexes was observed, such as two-component systems, ABC transporters, and bacterial secretion systems. Closer examination of the proteins involved in carbon metabolism revealed the upregulation of proteins related to trehalose biosynthesis. Trehalose is an osmoprotectant disaccharide that accumulates in microorganisms under conditions of osmotic stress, and its role in cellular protection has been demonstrated in bacteria and yeast [62]. The expression of these enzymes indicates that the bacterial cells were reacting to the high sugar conditions by storing trehalose to increase their resistance to osmotic stress. The increased sugar concentration also has an effect on the expression of many proteins that are of unknown function. Lack of functional prediction is a general problem, with one-third of all genes in a genome having no assigned function at present [63]. In-depth analysis of those proteins might give further insights into the complex regulatory mechanisms, metabolic changes, or stress responses triggered by high sugar concentrations.

The upregulation of protein GWH15_11910, which is similar to a cellobiose phosphorylase, may confirm the use of cellobiose as a carbon source, since this enzyme catalyzes the phosphorolysis of the β-1,4-glucosidic bond of the disaccharide to produce α-D-glucose-1-phosphate and D-glucose [64]; however, no other carbon metabolism pathways were enhanced. Furthermore, the catabolic control protein CcpA was upregulated. The impact of this protein on cellular metabolism will be discussed later, as it promotes the repression of several metabolic pathways. The analysis of the downregulated transcripts indicated a decline in cell activity marked by reduced protein synthesis, carbohydrate metabolism, and cell division, consistent with the osmotic stress conditions imposed by the higher amount of sugar in the culture medium. The downregulated proteins included the enzyme anthranilate isomerase, which is involved in tryptophan biosynthesis [65]; RNase P, which is responsible for the production of the mature 5′ ends of precursor tRNAs and is essential for translation [66]; and the small subunit of the ribosome, 16S rRNA, which is fundamental for protein synthesis in prokaryotes [67]. As part of central carbon metabolism, the enzyme triosephosphate isomerase is vital for energy production, since it plays a key role in glycolysis, gluconeogenesis, and the pentose phosphate and Entner–Doudoroff pathways [68]. The tyrosine recombinase XerC has a significant role in chromosome segregation during cell division and is important for the maintenance of replicon stability in *E. coli* [69], and the chaperone hspA is a heat shock protein that is involved in the correct folding of proteins [70]. 

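*trxA* (GWH15_12250) was at 126 ± 22.9 scaled TPM in high sugar and 438 ± 280.2 in low sugar (SD, n = 3 plates each), a log2 fold change of -1.62 (standard error 0.39, adjusted p = 0.21 from limma). The high sugar libraries 16, 17 and 18 were at 141, 100 and 138 scaled TPM and the low sugar libraries 13, 14 and 15 at 308, 759.7 and 247, so the groups did not overlap. Without library 17 the adjusted p was 0.13 from limma.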

The thioredoxin TrxA is a small redox protein that also possesses a chaperone function [71]. The analysis of the downregulated proteins further revealed a slowing of metabolism, as the majority of the downregulated proteins were related to energy metabolism and cofactor biosynthesis, consistent with the downregulation of transcripts related to carbohydrate metabolism and cell division. Similarly, when exposed to osmotic stress, the metabolism of *E. coli* growing in minimal medium slows, and respiration and macromolecule synthesis are inhibited [72]. Osmotic pressure inhibits membrane functions, which could explain the expression of membrane stress signals observed in the present study. In addition, osmotic stress in *Sinorhizobium meliloti* promotes the repression of several functions of central metabolism and energy production systems [73]. Oxygen starvation might be responsible for part of the stress response produced by strain WH15 in the high sugar treatment [74]; however we did not observe upregulation of transcripts or proteins involved in the regulation of oxygen starvation response among the annotated proteins, and both treatments were exposed to the same oxygen conditions. An important protein impacting cell metabolism is the catabolic control protein CcpA, which was upregulated under high sugar conditions. This protein is involved in carbon catabolite repression (CCR), a regulatory process that—in the presence of a preferable carbon source—inhibits alternative metabolic pathways [75]. Although mainly found in Gram-positive bacteria, it has been suggested that Gram-negative bacteria might have CcpA-dependent CCR [76]. CCR regulates not only genes and operons involved in carbon metabolism, but also those involved in the metabolism of amino acids and nucleotides and in the synthesis of extracellular enzymes and secondary metabolites [77]. Consistent with this process, we observed the downregulation of several enzymes related to secondary carbon source hydrolysis, such as beta galactosidases, xylosidases, and galacturonases. Furthermore, enzymes related to amino acids and fatty acid metabolism and their corresponding KEGG pathways were repressed. One of the main repressed carbon pathways was the pentose phosphate (PP) pathway. The PP pathway is fundamental for the generation of NADPH molecules and biosynthetic intermediates that are essential for the production of fatty acids, glutamate, purines, histidine, and aromatic amino acids [78]. Therefore, downregulation of the PP pathway could also contribute to the general repression of cell metabolism.

Although many transcripts and proteins could not be identified due to missing information in the databases, the analysis of the present dataset demonstrates that the addition of a high sugar concentration in the culture medium of *Granulicella* sp. WH15 initially triggered a stress response. As part of this response, excretory functions were intensified to promote detoxification and inhibit the production of toxic compounds by bacterial metabolism; energy metabolism was repressed to reallocate resources towards maintenance instead of growth; and the production of the osmoprotectant trehalose was enhanced. Features such as tolerance to higher concentrations of carbon sources, the presence of several types of glycoside hydrolases, and a wide range of transporters, as observed in our study, might be fundamental characteristics for the development and prevalence of strains of *Acidobacteria* in soil environments. Data from disturbance experiments are important for understanding the behavior of microorganisms in response to environmental stresses, particularly for *Acidobacteria*, which is highly abundant in soil but whose soil ecology remains to be established. Further studies will improve our understanding of the mechanisms underlying the adjustment of the slow growth of bacterial strains under stress to higher growth rates.

## Figures and Tables

**Figure 1:**
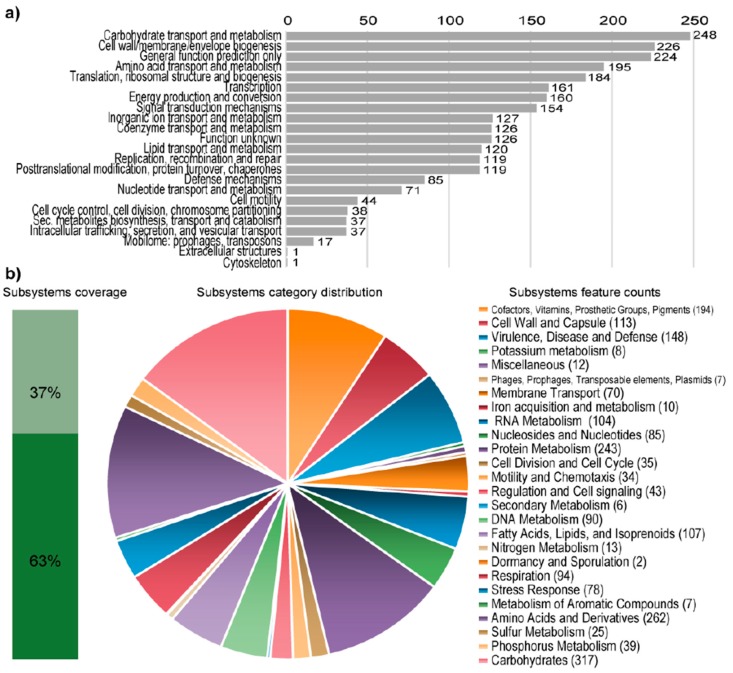
Statistics of the COG and RAST subsystem annotations of *Granulicella* sp. WH15. (**a**) COG (Cluster of Orthologous Groups) category distribution showing the number of genes annotated in each category. (**b**) Subsystem category distribution. The light-green bar represents the percentage of proteins that could be annotated by the RAST Server, and the dark-green bar represents the proteins that were not annotated. The pie chart represents the number of proteins annotated to each subsystem category.

**Figure 2:**
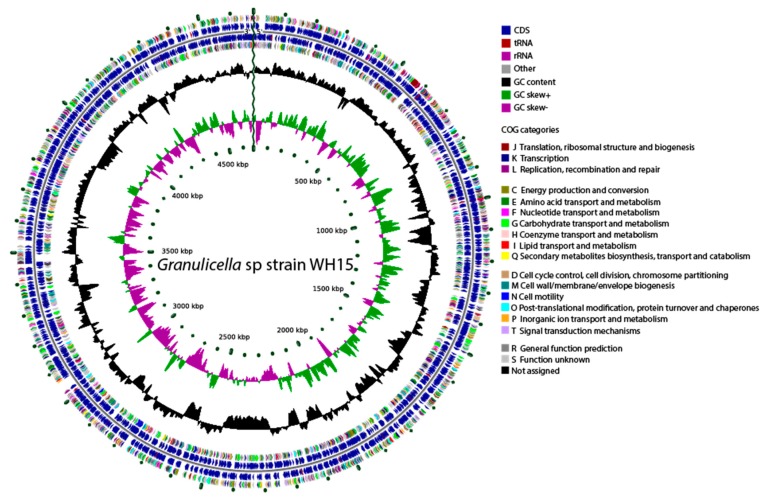
Graphical circular genome map of *Granulicella* sp. WH15. The rings indicate coding sequences, COG categories, GC content, and GC skew.

**Figure 3:**
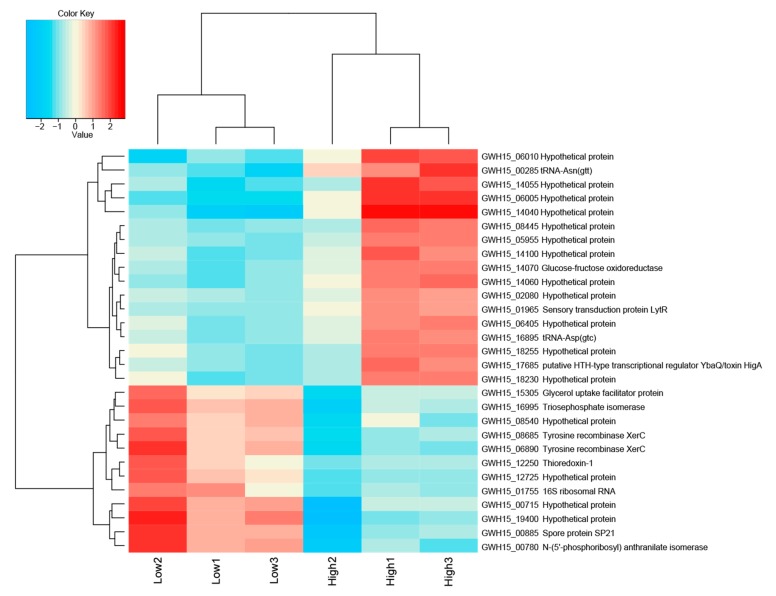
Heatmap of transcriptome data showing the top differentially expressed genes log_2_ > 1.5-fold and hierarchical clustering analysis in high-sugar versus low-sugar conditions. High to low expression is shown by a gradient color from red to blue, respectively.

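Over the 3913 genes, libraries 13 and 15 of low sugar had a Pearson correlation of 0.989 on log2(scaled TPM + 1), and libraries 16 and 18 of high sugar one of 0.964. Library 17 correlated at 0.949 and 0.955 with libraries 16 and 18 of its own group and at 0.970, 0.927 and 0.967 with the low sugar libraries 13, 14 and 15. These correlations are across genes, which are not independent replicates. The first principal component held 46.8% of the variance and had scores of -7.06, -12.8 and -8.67 in the low sugar libraries and of 16.2, 4.82 and 7.48 in the high sugar libraries 16, 17 and 18. The second held 28.5%, with library 17 at 14.3 and library 14 at -9.42.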

**Figure 4:**
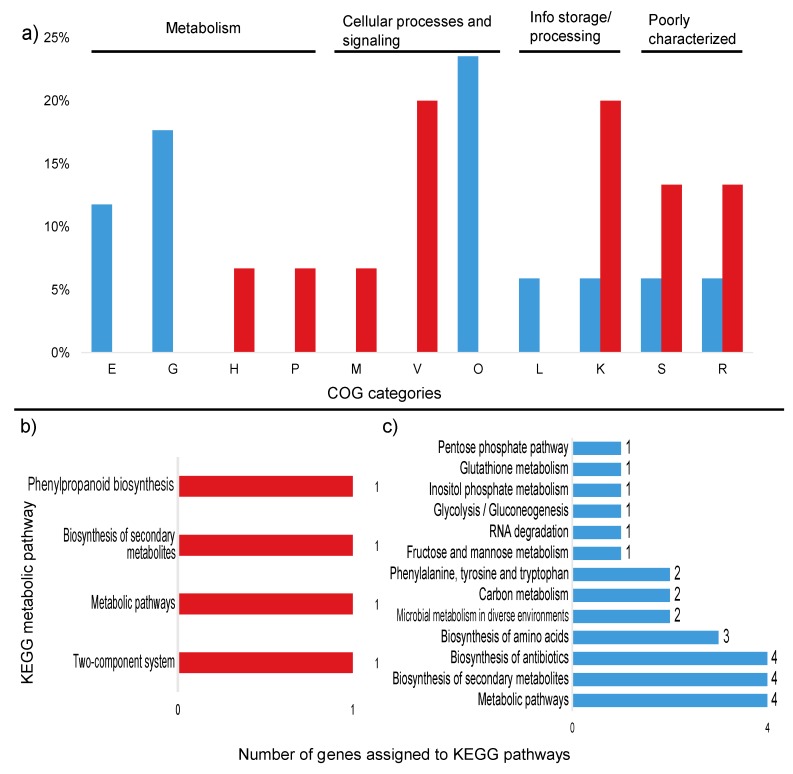
Percentage of differentially expressed transcripts assigned to COG categories and number of KEGG pathways up and down regulated in the high sugar treatment. (**a**) Percentage of upregulated (red) and downregulated (blue) transcripts assigned to COG categories. (**b**) Number of upregulated transcripts assigned to KEGG pathways. (**c**) Number of downregulated transcripts assigned to KEGG pathways. Unassigned transcripts are not shown. E: amino acid transport and metabolism; G: carbohydrate transport and metabolism; H: coenzyme transport and metabolism; M: cell wall/membrane/envelope biogenesis; V: defense mechanisms; P: inorganic ion transport and metabolism; O: post-translational modification; L: replication, recombination, and repair; K: transcription; S: function unknown; R: general function and prediction.

**Figure 5:**
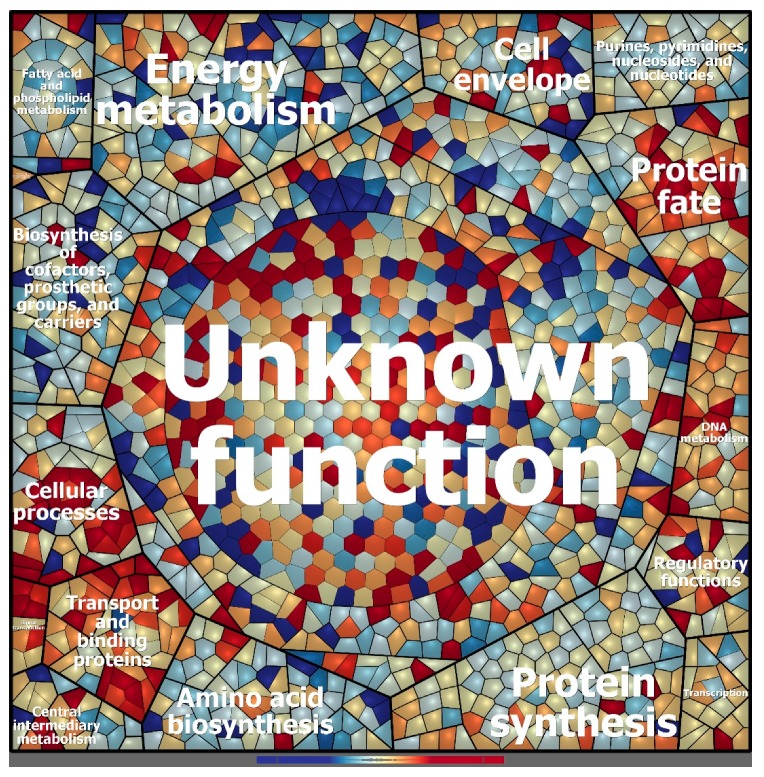
Voronoi treemap visualization of the protein expression patterns of *Granulicella* sp. WH15 under low and high sugar conditions. Functional classification was conducted using Prophane 2.0 (www.prophane.de) and is based on TIGRFAMs, where the function level indicates “main role” and the B function level indicates “subrole”. Each cell represents a quantified protein; proteins are clustered according to their function. Proteins expressed in higher amounts under low sugar conditions are depicted in blue, and proteins expressed in higher amounts under high sugar conditions are depicted in red.

**Figure 6:**
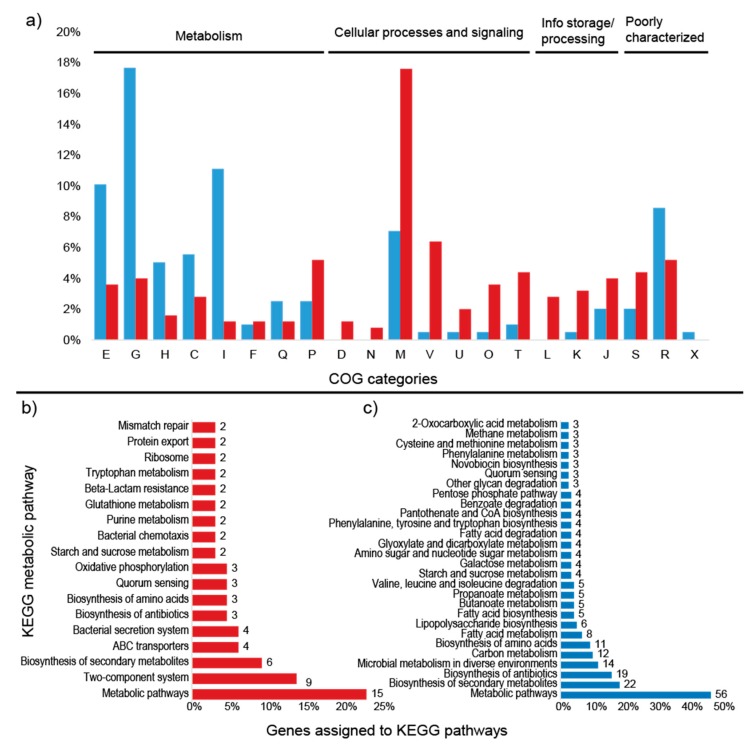
Percentage of differentially expressed proteins assigned to COG categories and number of KEGG pathways. (**a**) Percentage of upregulated (red) and downregulated (blue) proteins assigned to COG categories; (**b**) number of upregulated proteins assigned to KEGG pathways; (**c**) number of downregulated proteins assigned to KEGG pathways. Unassigned proteins are not shown. E: amino acid transport and metabolism; G: carbohydrate transport and metabolism; H: coenzyme transport and metabolism; C: energy production and conversion; I: lipid transport and metabolism; F: nucleotide transport and metabolism; Q: secondary metabolites; D: cell cycle; N: cell motility; M: cell wall/membrane/envelope biogenesis; V: defense mechanisms; P: inorganic ion transport and metabolism; U: intracellular trafficking; O: post-translational modification; T: signal transduction mechanisms; L: replication, recombination, and repair; K: transcription; J: translation; S: function unknown; R: general function and prediction; X: mobilome.

**Figure 7:**
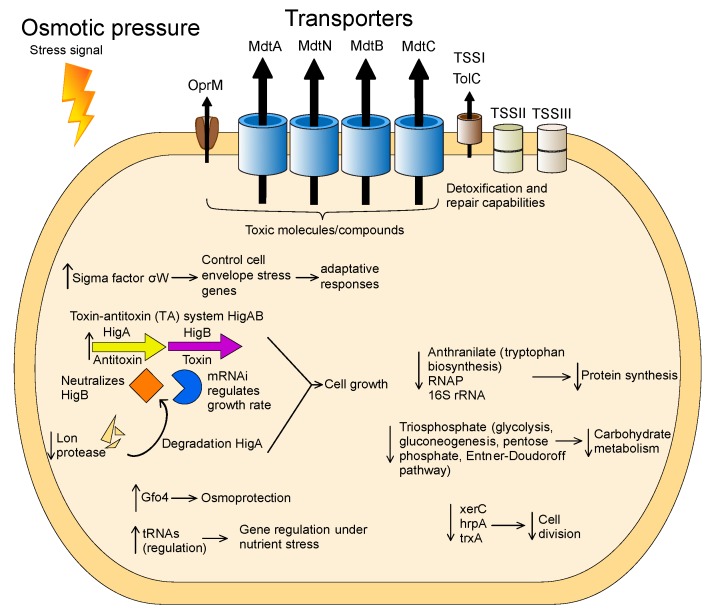
Model of the cellular processes involved in osmotic stress adaptation in *Granulicella* sp. WH15. The arrows depict upregulation (↑) and downregulation (↓) of transcripts and proteins.

**Table 1:** Genomic statistics.

Genome	*Granulicella* spp. WH15
Size (bp)	4,673,153
G+C content (%)	60.7
Number of coding sequences	3939
Number of features in subsystems	1456
Number of RNA genes	51
Number of contigs	1

**Table 2:** Quantitative comparison of coding sequences, RNA and subsystems among species of *Granulicella.*

Genome	Size (bp)	G+C Content	Number of Coding Sequences	Number of Features	Number of Subsystems	Number of RNAs	ANI *
*Granulicella* spp. WH15	4,673,153	60.7	3871	1496	374	51	100
*Granulicella pectinivorans* [9]	4,439,413	61.2	3681	1066	302	41	73.32
*Granulicella mallensis* MP5ACTX8 [40]	6,237,577	57.9	5008	1662	394	50	73.03
*Granulicella tundricola* MP5ACTX9 [41]	5,503,984	60	4730	1526	361	49	74.12
*Granulicella rosea* DSM 18704 [9]	5,293,785	62.9	4515	864	250	55	75.32

*Average nucleotide identity percentage values between *Granulicella* strain WH15 and other available *Granulicella* strains’ whole genomes.

**Table 3:** Carbohydrate-Active Enzyme (CAZyme) categories observed in the WH15 genome.

CAZyme Family	Counts
Auxiliary activity (AA)	13
Carbohydrate binding module (CBM)	22
Carbohydrate esterase (CE)	41
Cohesin	1
Glycoside hydrolase (GH)	86
Glycosyl transferase (GT)	52
Polysaccharide lyase (PL)	2
**Total**	**217**

**Table 4:** Biosynthetic gene clusters reveled by analysis with ANTISMASH.

Cluster	Type	Most Similar Known Cluster
Cluster 2	putative	O-antigen BGC (19% of genes show similarity)
Cluster 3	Cf saccharide	
Cluster 4	t3pks-cf fatty acid	
Cluster 7	Cf saccharide	
Cluster 11	lassopeptide	
Cluster 13	bacteriocin	
Cluster 16	Cf saccharide	
Cluster 17	Cf fatty acid-terpene	Malleobactin BGC (11% of genes show similarity)
Cluster 19	t3pks	
Cluster 22	terpene	
Cluster 26	bacteriocin	
Cluster 27	Cf saccharide	
Cluster 28	putative	Thuggacin BGC (15% of genes show similarity)

Cf: possible cluster found with ClusterFinder algorithm from ANTISMASH; BCG: biosynthetic gene cluster; t3pks: type III polyketide synthase.

**Table 5:** Downregulated genes assigned to KEGG metabolic pathways.

KEGG Orthology	Gene	Related KEGG Pathways
K01817	*trpF*	Biosynthesis of antibiotics, secondary metabolites, and amino acids; metabolic pathways; phenylalanine, tyrosine, and tryptophan biosynthesis.
K01803	*tpiA*	Biosynthesis of antibiotics, secondary metabolites, and amino acids; metabolic pathways; phenylalanine, tyrosine, and tryptophan biosynthesis; microbial metabolism in diverse environments; carbon metabolism; inositol phosphate metabolism; fructose and mannose metabolism; glycolysis/gluconeogenesis.
K04043	*dnaK*	RNA degradation.
K01609	*trpC*	Biosynthesis of antibiotics, secondary metabolites, and amino acids; metabolic pathways; phenylalanine, tyrosine, and tryptophan biosynthesis.
K00033	*gndA*	Biosynthesis of antibiotics and secondary metabolites; metabolic pathways; microbial metabolism in diverse environments; carbon metabolism; phenylalanine, tyrosine, and tryptophan biosynthesis; glutathione metabolism; pentose phosphate pathway.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2607/8/2/244/s1, Figure S1: Cluster analysis of the proteome profile based on qualitative data in low and high sugar conditions., Figure S2: Expression pattern of proteins under high and low sugar cultivation of *Granulicella* sp. WH15, Figure S3: TigrFam roles of the differentially expressed proteins, excluding proteins with unknown function, Figure S4: General overview of up (red) and downregulated (blue) metabolic pathways based on KEGG analysis of proteome, Table S1: growth of strain *Granulicella* sp. WH15 in culture media supplemented with different carbon sources, Table S2: Total number of transcripts reads per sample in low and high sugar conditions, Table S3: Differentially up and down regulated transcripts in high sugar treatment, Table S4: Differentially upregulated proteins in high sugar treatment, Table S5: Number of proteins assigned to KEGG metabolic pathways, Table S6: Differentially downregulated proteins in high sugar treatment.

# Supplementary material for: Responses of Acidobacteria Granulicella sp. WH15 to High Carbon Revealed by Integrated Omics Analyses
**Source:** Microorganisms. 2020 Feb 12;8(2):244. doi: 10.3390/microorganisms8020244
**Supplement:** Supplementary file 1

Supplementary material

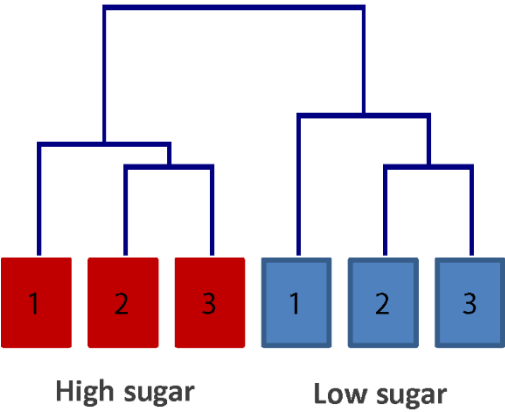

Figure S1. Cluster analysis of the proteome profile based on qualitative data in low and high sugar conditions.

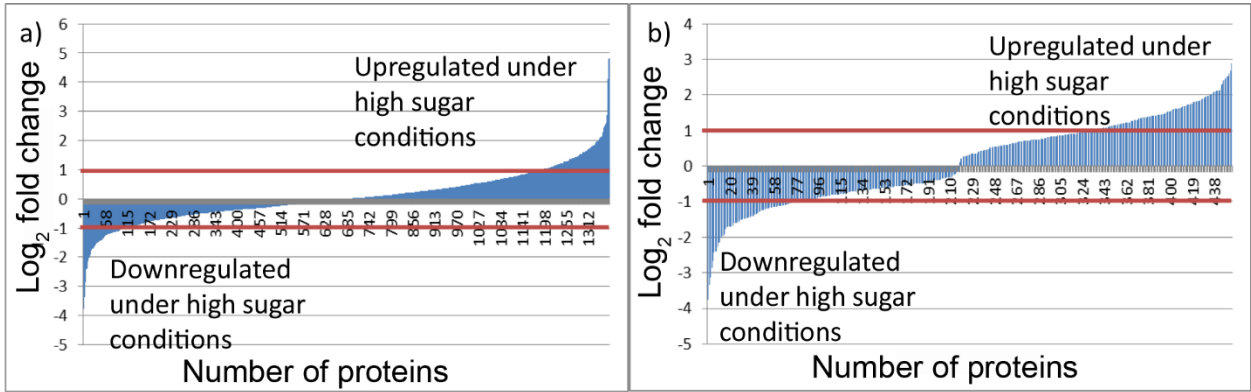

Figure S2. Expression pattern of proteins under high and low sugar cultivation of *Granulicella* sp. WH15 a) All proteins identified in at least two out of three replicates (excluding on/off proteins). b) Only proteins with significant change t-test p=0.01. 2fold change is indicated by a red line.

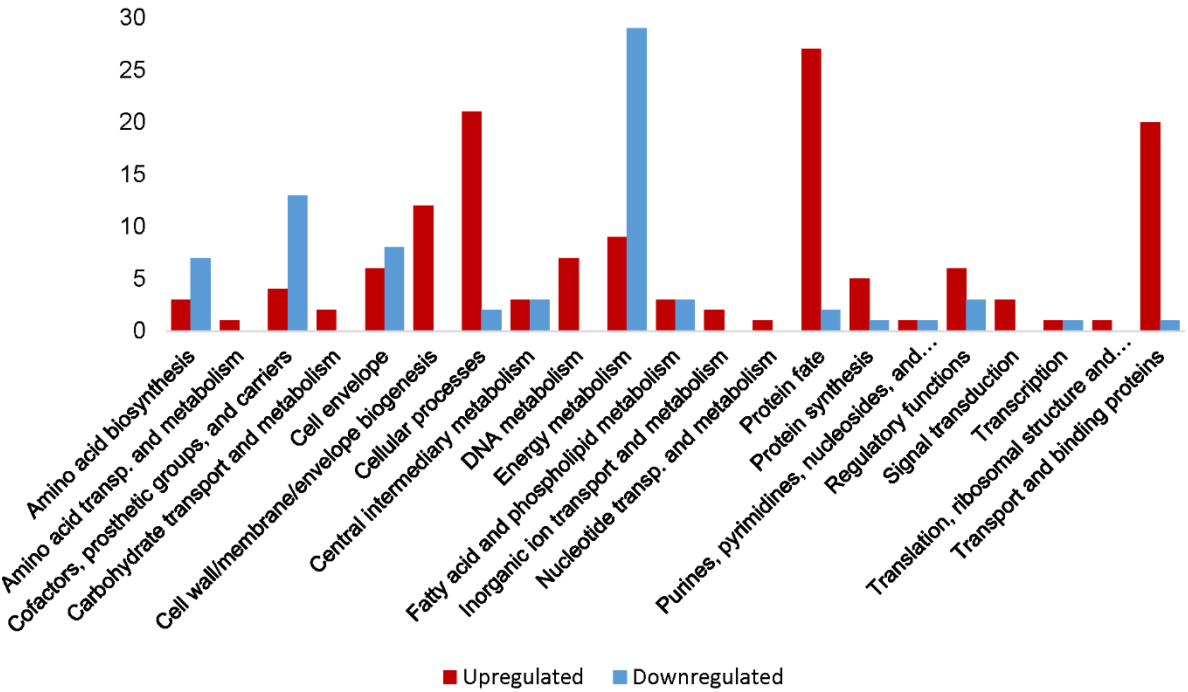

Figure S3. TigrFam roles of the differentially expressed proteins, excluding proteins with unknown function.

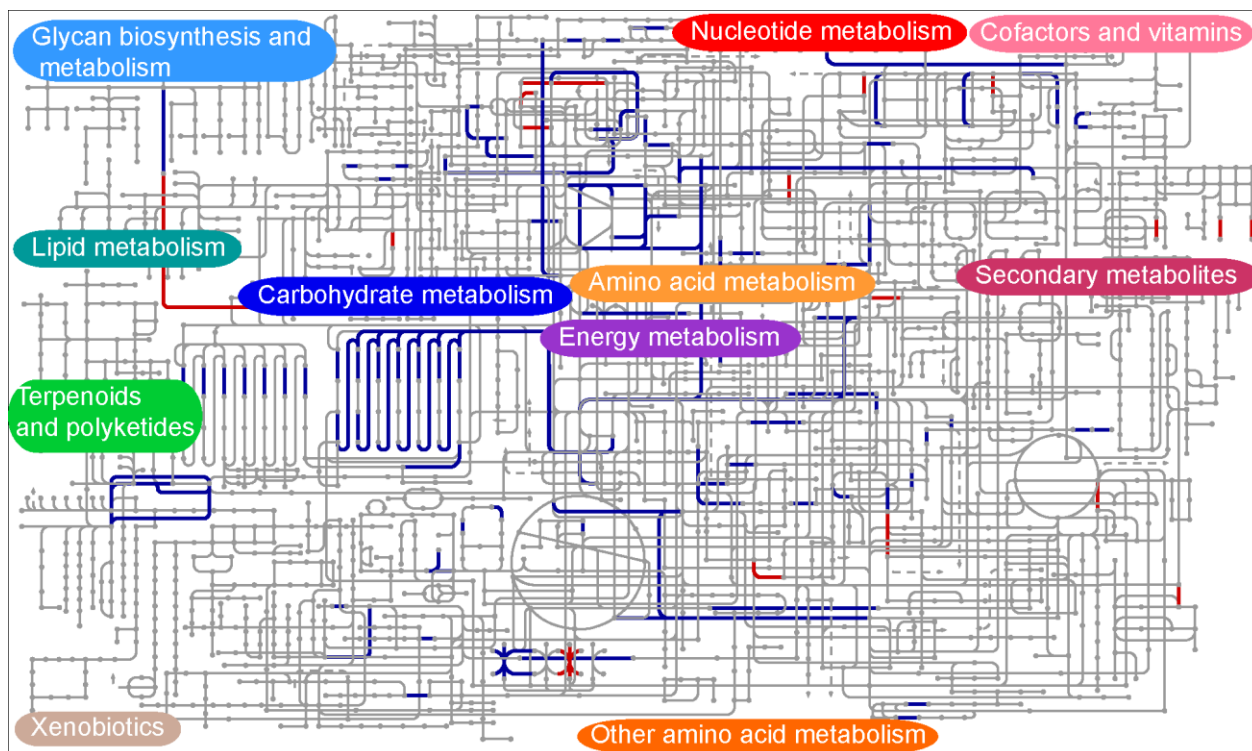

Figure S4. General overview of up (red) and downregulated (blue) metabolic pathways based on KEGG analysis of proteome.

Table S1. growth of strain *Granulicella* sp. WH15 in culture media supplemented with different carbon sources.

Carbon Source	Growth
Pectin	-
Glycogen	-
Glucosamine	-
Cellulose	-
D-glucose	+
D-galactose	+
D-mannose	+
D-xylose	+
L-arabinose	+
L-rhamnose	+
D-galacturonic acid	-
Cellobiose	+
D-lactose	+
Sucrose	+

+ = positive growth; - = No growth.

Table S2. Total number of transcripts reads per sample in low and high sugar conditions.

Sample ID	Total Number of Reads
Low sugar (1)	15,731,147
Low sugar (2)	12,624,878
Low sugar (3)	11,080,985
High sugar (1)	11,138,128
High sugar (2)	9,322,795
High sugar (3)	10,071,593

Table S3. Differentially up and down regulated transcripts in high sugar treatment.

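From GWH15_14040 to GWH15_14100 there are 13 genes, of which 6 are listed as upregulated in Table S3, among them *sigW* and *gfo4*. The 7 others had log2 fold changes from -0.15 to 0.64. From GWH15_05955 to GWH15_06010 there are 12 genes, 5 of them listed as upregulated, and the 7 others had log2 fold changes from 0.20 to 0.80. Among the genes listed as downregulated, the hypothetical proteins GWH15_00710, GWH15_00715 and GWH15_00720 follow each other, as do *trpF* and *trpC*. In all, 10 pairs of neighbouring genes were listed in the same direction, where 10000 random placements of the 58 genes gave a mean of 0.41 pairs and at most 5 (one-sided permutation test, p = 0.0001, the smallest that these placements can give). Random placement takes genes as independent, and the study chose the 58 on these libraries. The p therefore cannot tell an effect of sugar from neighbours that vary together between plates for any reason. The runs of downregulated genes and the count over Table S3 were chosen after the values were seen, because no gene passed at the adjusted level in limma and the count planned over passing genes was then 0.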

ORF	Annotation	Log ₂ FC
GWH15_14040	hypothetical protein	3.71
GWH15_06005	hypothetical protein	3.12
GWH15_00285	tRNA-Asn(gtt)	2.74
GWH15_06010	hypothetical protein	2.70
GWH15_14055	hypothetical protein	2.66
GWH15_14060	hypothetical protein	2.18
GWH15_14100	hypothetical protein	2.00
GWH15_08445	hypothetical protein	1.94
GWH15_05955	hypothetical protein	1.93
GWH15_14070	gfo4	1.92
GWH15_16895	tRNA-Asp(gtc)	1.72
GWH15_17685	HigA	1.71
GWH15_18230	hypothetical protein	1.67
GWH15_01965	LytR	1.67
GWH15_18255	hypothetical protein	1.60
GWH15_06405	hypothetical protein	1.59
GWH15_02080	hypothetical protein	1.54
GWH15_10070	hypothetical protein	1.47
GWH15_07155	hypothetical protein	1.41
GWH15_03690	hypothetical protein	1.37
GWH15_14050	SigW	1.35
GWH15_05960	hypothetical protein	1.32
GWH15_05985	hypothetical protein	1.26
GWH15_17690	HigB-1	1.17
GWH15_11830	hypothetical protein	1.13
GWH15_14160	hypothetical protein	1.10
GWH15_06410	hypothetical protein	1.06
GWH15_04600	putative peroxiredoxin	1.04
GWH15_17625	hypothetical protein	-1.03
GWH15_00710	hypothetical protein	-1.06
GWH15_00505	RpoD	-1.09
GWH15_16220	hypothetical protein	-1.19
GWH15_14410	Lon protease 2	-1.20
GWH15_08600	hypothetical protein	-1.21
GWH15_14215	hypothetical protein	-1.22
GWH15_10510	hypothetical protein	-1.29
GWH15_00210	RNaseP_bact_a	-1.30
GWH15_01535	gndA	-1.33
GWH15_00720	hypothetical protein	-1.33
GWH15_01770	23S ribosomal RNA	-1.34
GWH15_19395	hypothetical protein	-1.34
GWH15_00785	trpC	-1.39
GWH15_04765	XerC	-1.44
GWH15_01625	DnaK	-1.45
GWH15_11560	hypothetical protein	-1.47
GWH15_07810	SsrA	-1.53
GWH15_15305	glpF	-1.63
GWH15_08540	hypothetical protein	-1.75
GWH15_12250	trxA	-1.80
GWH15_01755	16S ribosomal RNA	-1.94

GWH15_12725	hypothetical protein	-2.06
GWH15_08685	XerC	-2.09
GWH15_16995	tpiA	-2.10
GWH15_00715	hypothetical protein	-2.26
GWH15_06890	XerC	-2.50
GWH15_00885	hspA	-2.60
GWH15_00780	trpF	-2.80
GWH15_19400	hypothetical protein	-3.05

Table S4. Differentially upregulated proteins in high sugar treatment.

ORF	Description	log ₂ FC
GWH15_02420	Hypothetical protein	4
GWH15_16935	7-carboxy-7-deazaguanine synthase	4
GWH15_15250	ABC transporter ATP-binding protein ytrb	4
GWH15_08630	AI-2 transport protein tqsa	4
GWH15_07165	Aminopeptidase ypdf	4
GWH15_00460	Amylopullulanase	4
GWH15_08480	Anti-sigma-K factor rska	4
GWH15_08415	Apolipoprotein N-acyltransferase	4
GWH15_00205	Band 7 protein	4
GWH15_05535	Beta-barrel assembly-enhancing protease	4
GWH15_17125	Carbohydrate acetyl esterase/feruloyl esterase	4
GWH15_11910	Carbohydrate transport and metabolism-Glycosyltransferase 36	4
GWH15_15690	Carboxy-terminal processing protease ctpa	4
GWH15_09810	Catabolite control protein A	4
GWH15_18425	CDP-diacylglycerol--glycerol-3-phosphate 3-phosphatidyltransferase	4
GWH15_19395	Cell wall/membrane/envelope biogenesis asma family	4
GWH15_01995	Cell wall/membrane/envelope biogenesis-asma family	4
GWH15_09540	Cna B-type protein-transport	4
GWH15_18835	Cobalt-zinc-cadmium resistance protein czca	4
GWH15_18685	Conserved protein-pfam:duf403	4
GWH15_18690	Conserved protein-pfam:duf403	4
GWH15_09565	Cyclic pyranopterin monophosphate synthase 1	4
GWH15_10075	Cytochrome c oxidase subunit 2	4
GWH15_09055	Cytochrome c-type biogenesis protein ccmf	4
GWH15_10475	Diaminopimelate decarboxylase	4
GWH15_00815	Diguanylate cyclase dosc	4
GWH15_00520	DNA primase	4
GWH15_13725	DNA-directed RNA polymerase subunit omega	4
GWH15_03780	D-ribose-binding periplasmic protein	4
GWH15_02260	Endonuclease muts2	4
GWH15_00620	Hypothetical protein	4
GWH15_01680	Exopolyphosphatase	4
GWH15_18735	FAD-dependent decaprenylphosphoryl-beta-D-ribofuranose 2-oxidase	4
GWH15_08515	Ferrous iron permease efeu	4
GWH15_00500	Glycogen synthase	4
GWH15_06205	Guanine deaminase	4
GWH15_12695	H(+)/Cl(-) exchange transporter clca	4
GWH15_00225	Hopanoid biosynthesis associated glycosyl transferase protein hpni	4
GWH15_19130	HTH-type transcriptional repressor fabr	4
GWH15_12380	Hypothetical protein	4
GWH15_00410	Hypothetical protein	4

GWH15_00175	Hypothetical protein	4
GWH15_01300	Hypothetical protein	4
GWH15_03025	Hypothetical protein	4
GWH15_04195	Hypothetical protein	4
GWH15_04880	Hypothetical protein	4
GWH15_05505	Hypothetical protein	4
GWH15_05985	Hypothetical protein	4
GWH15_06025	Hypothetical protein	4
GWH15_06760	Hypothetical protein	4
GWH15_07215	Hypothetical protein	4
GWH15_08350	Hypothetical protein	4
GWH15_13120	Hypothetical protein	4
GWH15_15045	Hypothetical protein	4
GWH15_15255	Hypothetical protein	4
GWH15_16300	Hypothetical protein	4
GWH15_18130	Hypothetical protein	4
GWH15_02890	Hypothetical protein	4
GWH15_07610	Inorganic ion transport and metabolism-tonb-dependent Receptor	4
GWH15_08030	Inorganic ion transport and metabolism-tonb-dependent Receptor	4
GWH15_15415	Inorganic ion transport and metabolism-tonb-dependent Receptor	4
GWH15_00615	Tonb-dependent heme/hemoglobin receptor family protein	4
GWH15_15365	Isoaspartyl dipeptidase	4
GWH15_03790	L-asparaginase 2	4
GWH15_11775	Lexa repressor	4
GWH15_12485	Lipid transport and metabolism-desaturase	4
GWH15_15780	LPS-assembly lipoprotein lpte	4
GWH15_13770	LPS-assembly protein lptd	4
GWH15_15340	Macrolide export ATP-binding/permease protein macb	4
GWH15_15475	Macrolide export ATP-binding/permease protein macb	4
GWH15_03815	Macrolide export protein maca	4
GWH15_12245	Magnesium and cobalt efflux protein corc	4
GWH15_06965	Mannosylfructose-phosphate synthase	4
GWH15_16655	Metallo-beta-lactamase family	4
GWH15_11300	Multidrug resistance protein mdtb	4
GWH15_12080	Multidrug resistance protein mdtb	4
GWH15_19560	Multidrug resistance protein mdtc	4
GWH15_12085	Multidrug resistance protein mdtc	4
GWH15_08245	NADH-quinone oxidoreductase subunit M	4
GWH15_15355	N-formyl-4-amino-5-aminomethyl-2-methylpyrimidine deformylase	4
GWH15_19200	N-formyl-4-amino-5-aminomethyl-2-methylpyrimidine deformylase	4
GWH15_08145	Nuclear protein SET	4
GWH15_15850	Nucleoside permease nupx	4
GWH15_13750	Nucleotide-binding protein	4
GWH15_14450	Outer membrane protein assembly factor bama	4
GWH15_03820	Outer membrane protein oprm	4
GWH15_11310	Outer membrane protein oprm	4
GWH15_12090	Outer membrane protein oprm	4
GWH15_16030	Outer membrane protein oprm	4
GWH15_18825	Outer membrane protein oprm	4
GWH15_17110	Penicillin-binding protein 2	4
GWH15_16260	Pfam:DUF811	4
GWH15_14525	PGL/p-HBAD biosynthesis glycosyltransferase	4

GWH15_05440	Phytochrome-like protein cph1	4
GWH15_05490	Poly-beta-1,6-N-acetyl-D-glucosamine synthase	4
GWH15_06970	Polysaccharide export protein	4
GWH15_14210	Polysialic acid transport protein kpsd	4
GWH15_09965	Protein ycei	4
GWH15_15350	Putative ABC transporter ATP-binding protein ykny	4
GWH15_01450	Putative ctpa-like serine protease	4
GWH15_13740	Putative multidrug export ATP-binding/permease protein	4
GWH15_16305	Putative NTE family protein	4
GWH15_17565	Putative thiazole biosynthetic enzyme	4
GWH15_15010	Putative tonb-dependent receptor bfrd	4
GWH15_14825	Putative zinc metalloprotease	4
GWH15_13800	Putative zinc metalloprotease Rip3	4
GWH15_13795	Ribosomal RNA small subunit methyltransferase D	4
GWH15_14980	Ribosomal RNA small subunit methyltransferase H	4
GWH15_16290	Rlpa-like protein	4
GWH15_09495	Sensor protein zras	4
GWH15_01965	Sensory transduction protein lytr	4
GWH15_19165	Signal transduction mechanisms Serine Threonine protein kinase	4
GWH15_09570	Squalene-hopene cyclase	4
GWH15_12830	Thiol-disulfide oxidoreductase resa	4
GWH15_05860	Tonb-dependent Receptor	4
GWH15_05950	Tonb-dependent Receptor	4
GWH15_12055	Tonb-dependent Receptor	4
GWH15_14280	Tonb-dependent Receptor	4
GWH15_03535	Tonb-dependent receptor plug	4
GWH15_19020	Tonb-dependent receptor plug	4
GWH15_09325	Transcriptional activator cadc	4
GWH15_16620	Transcriptional regulatory protein ypdb	4
GWH15_14440	Translocation and assembly module tamb	4
GWH15_13920	Trehalase	4
GWH15_01390	Two component, sigma54 specific, transcriptional regulator, Fis family	4
GWH15_01570	Type II secretion system protein F	4
GWH15_06185	UDP-glucose:undecaprenyl-phosphate glucose-1-phosphate transferase	4
GWH15_11890	Undecaprenyl-phosphate 4-deoxy-4-formamido-L-arabinose transferase	4
GWH15_19395	Hypothetical protein	4
GWH15_03080	Putative mycofactocin radical SAM maturase mftc	2.88
GWH15_17755	Tonb-dependent receptor plug	2.68
GWH15_10545	Type II secretion system protein D	2.60
GWH15_17590	Hypothetical protein	2.54
GWH15_10175	Catalase-related peroxidase	2.52
GWH15_07490	Multidrug resistance protein mdtn	2.48
GWH15_07480	Outer membrane efflux protein bepc	2.44
GWH15_05765	Tonb-dependent receptor plug	2.42
GWH15_11620	Hypothetical protein	2.32
GWH15_14285	Tonb-dependent Receptor	2.28
GWH15_11915	Lipid A export ATP-binding/permease protein msba	2.13
GWH15_15410	Tonb-dependent Receptor	2.12
GWH15_13055	Putative phospholipid ABC transporter-binding protein mlad	2.12
GWH15_16040	Multidrug resistance protein mdtc	2.11
GWH15_00900	N-formyl-4-amino-5-aminomethyl-2-methylpyrimidine deformylase	2.10
GWH15_01960	Hypothetical protein	2.08

GWH15_13535	Hypothetical protein	2.07
GWH15_01785	TM2 domain	2.02
GWH15_13930	Trehalose synthase/amylase tres	2.02
GWH15_16185	Hypothetical protein	1.99
GWH15_04655	ABC transporter, permease	1.97
GWH15_17630	BON domain	1.96
GWH15_12075	Multidrug resistance protein mdta	1.95
GWH15_18985	Trehalose-phosphate synthase	1.95
GWH15_05290	Hypothetical protein	1.90
GWH15_15725	ATP-dependent zinc metalloprotease ftsh	1.89
GWH15_13030	Mechanosensitive ion channel	1.89
GWH15_08035	Putative membrane protein mmpl3	1.85
GWH15_00705	Outer membrane protein assembly factor bama	1.83
GWH15_19570	Outer membrane protein tolC	1.83
GWH15_01695	Aminopeptidase N	1.83
GWH15_19225	Sporulation kinase E	1.82
GWH15_13285	Thymidylate kinase	1.81
GWH15_11185	Uvrabc system protein A	1.81
GWH15_01225	Toluene efflux pump outer membrane protein ttgF	1.76
GWH15_15395	Peptidase M14, carboxypeptidase A	1.75
GWH15_02935	Multidrug resistance protein mdtb	1.73
GWH15_02030	NADH dehydrogenase-like protein yjld	1.73
GWH15_02940	Multidrug resistance protein mdta	1.72
GWH15_15995	DNA mismatch repair protein mutL	1.71
GWH15_03075	ABC transporter permease ytrf	1.69
GWH15_15795	Disulphide bond corrector protein dsbC	1.68
GWH15_19215	TonB-dependent receptor plug	1.67
GWH15_05980	TonB-dependent Receptor	1.66
GWH15_06975	Tyrosine-protein kinase ywqD	1.64
GWH15_04000	TonB-dependent receptor plug	1.63
GWH15_15525	ABC transporter ATP-binding protein nata	1.62
GWH15_14150	Hypothetical protein	1.61
GWH15_01740	Succinyl-diaminopimelate desuccinylase	1.60
GWH15_06990	Hypothetical protein	1.60
GWH15_14235	TonB-dependent Receptor	1.60
GWH15_04050	Hypothetical protein	1.59
GWH15_02945	Decaprenyl-phosphate phosphoribosyltransferase	1.57
GWH15_07680	Catalase-peroxidase	1.54
GWH15_01780	Hypothetical protein	1.54
GWH15_14045	Putative oxidoreductase catD	1.53
GWH15_12475	Pca regulon regulatory protein	1.51
GWH15_02075	Hypothetical protein	1.48
GWH15_01335	Hypothetical protein	1.48
GWH15_12385	Ribosomal protein S12 methylthiotransferase rimo	1.47
GWH15_00530	Outer membrane protein domain-containing protein	1.47
GWH15_07050	Multidrug export protein emrA	1.45
GWH15_19055	Imidazolonepropionase	1.44
GWH15_12370	Putative efflux system component yknX	1.44
GWH15_09425	Efflux pump membrane transporter bepE	1.44
GWH15_18435	Anthranilate synthase component 1	1.43
GWH15_14490	DNA polymerase/3'-5' exonuclease polX	1.42
GWH15_05965	TonB-dependent Receptor	1.42

GWH15_12430	Putative phospholipid ABC transporter permease protein mlae	1.41
GWH15_16035	Multidrug resistance protein mdta	1.41
GWH15_17465	Outer membrane protein assembly factor bamd	1.40
GWH15_02400	Tonb family	1.40
GWH15_02910	Hypothetical protein	1.39
GWH15_09000	Putative membrane protein	1.37
GWH15_15800	Thiol-disulfide oxidoreductase resa	1.37
GWH15_12290	Outer membrane lipoprotein Omp16	1.36
GWH15_09420	Outer membrane protein oprm	1.36
GWH15_17035	Glutathione synthase ribosomal protein s6 modification	1.36
GWH15_05770	Prolyl tripeptidyl peptidase	1.35
GWH15_13925	Alpha-1,4-glucan:maltose-1-phosphate maltosyltransferase 1	1.34
GWH15_02605	Methionine aminopeptidase 1	1.33
GWH15_08560	4,4'-diaponeurosporenoate glycosyltransferase	1.30
GWH15_11595	Putative mscs family protein ykut	1.30
GWH15_07225	Hypothetical protein	1.29
GWH15_13275	Hypothetical protein	1.28
GWH15_07045	Outer membrane protein oprm	1.28
GWH15_11845	Vitamin B12 transporter btub	1.27
GWH15_19245	Biopolymer transport protein exbd	1.26
GWH15_01440	Glycosyl transferase family	1.23
GWH15_12815	Tonb-dependent receptor plug	1.23
GWH15_06900	BON domain	1.22
GWH15_03995	Feruloyl esterase	1.22
GWH15_12700	Tonb family	1.22
GWH15_18875	Tonb-dependent receptor plug	1.21
GWH15_13410	HTH-type transcriptional regulator lutr	1.19
GWH15_09020	Hypothetical protein	1.19
GWH15_04110	2-dehydro-3-deoxy-D-gluconate 5-dehydrogenase	1.18
GWH15_02670	Translation initiation factor IF-2	1.18
GWH15_18510	Biodegradative arginine decarboxylase	1.17
GWH15_05295	Dispase autolysis-inducing protein	1.15
GWH15_19675	Membrane protein insertase yidc	1.15
GWH15_07605	Response regulator protein vrra	1.15
GWH15_00730	30S ribosomal protein S1	1.14
GWH15_02465	30S ribosomal protein S12	1.13
GWH15_12305	Hypothetical protein	1.13
GWH15_19615	DNA-binding protein HU	1.12
GWH15_17135	Rod shape-determining protein mreB	1.11
GWH15_03785	L-asparaginase 2	1.11
GWH15_15505	Energy-dependent translational throttle protein etta	1.09
GWH15_18520	Exodeoxyribonuclease 7 large subunit	1.08
GWH15_16085	Hypothetical protein	1.07
GWH15_14870	Trna threonylcarbamoyladenosine biosynthesis protein tsae	1.07
GWH15_03680	Vitamin B12-dependent ribonucleoside-diphosphate reductase	1.06
GWH15_05990	Hypothetical protein	1.06
GWH15_12285	Protein tolB	1.05
GWH15_11850	Hypothetical protein	1.05
GWH15_01330	Putative nicotinate-nucleotide pyrophosphorylase [carboxylating]	1.04
GWH15_11780	Hypothetical protein	1.03
GWH15_19025	Quinate/shikimate dehydrogenase (quinone)	1.03
GWH15_04580	Methionine synthase	1.02

Table S5. Number of proteins assigned to KEGG metabolic pathways.

**KEGG Metabolic Pathways**	**Upregulated**	**Downregulated**
Metabolic pathways	15	56
Biosynthesis of secondary metabolites	6	22
Biosynthesis of antibiotics	3	19
Microbial metabolism in diverse environments	1	14
Carbon metabolism	1	12
Biosynthesis of amino acids	3	11
Fatty acid metabolism	1	8
Lipopolysaccharide biosynthesis	0	6
Fatty acid biosynthesis	0	5
Butanoate metabolism	0	5
Propanoate metabolism	0	5
Valine, leucine and isoleucine degradation	0	5
Starch and sucrose metabolism	2	4
Galactose metabolism	0	4
Amino sugar and nucleotide sugar metabolism	0	4
Glyoxylate and dicarboxylate metabolism	1	4
Fatty acid degradation	0	4
Phenylalanine, tyrosine and tryptophan biosynthesis	1	4
Pantothenate and CoA biosynthesis	0	4
Benzoate degradation	0	4
Pentose phosphate pathway	0	4
Other glycan degradation	0	3
Quorum sensing	3	3
Novobiocin biosynthesis	0	3
Phenylalanine metabolism	1	3
Cysteine and methionine metabolism	1	3
Methane metabolism	0	3
2-Oxocarboxylic acid metabolism	0	3
Cyanoamino acid metabolism	0	2
Folate biosynthesis	0	2
Glycolysis / Gluconeogenesis	0	2
Tyrosine metabolism	0	2
Fructose and mannose metabolism	0	2
Histidine metabolism	0	2
Pentose and glucuronate interconversions	0	2
Pyruvate metabolism	0	2
Nitrogen metabolism	0	2
Arginine biosynthesis	0	2
Synthesis and degradation of ketone bodies	0	2
Valine, leucine and isoleucine biosynthesis	0	2
beta-Alanine metabolism	0	2
Riboflavin metabolism	0	2
Geraniol degradation	0	2
Alanine, aspartate and glutamate metabolism	0	2
Biotin metabolism	0	1
ABC transporters	4	1
Sulfur metabolism	0	1
Bacterial chemotaxis	2	1

Arginine and proline metabolism	1	1
Thiamine metabolism	0	1
Glycine, serine and threonine metabolism	0	1
Xylene degradation	0	1
Purine metabolism	2	1
Glutathione metabolism	2	1
Oxidative phosphorylation	3	1
Cationic antimicrobial peptide (CAMP) resistance	1	1
Degradation of aromatic compounds	0	1
Two-component system	9	1
C5-Branched dibasic acid metabolism	0	1
Pyrimidine metabolism	1	1
RNA degradation	0	1
Terpenoid backbone biosynthesis	0	1
alpha-Linolenic acid metabolism	0	1
Sphingolipid metabolism	1	1
Selenocompound metabolism	1	1
Glycerophospholipid metabolism	1	1
D-Glutamine and D-glutamate metabolism	0	1
Peptidoglycan biosynthesis	0	1
Chlorocyclohexane and chlorobenzene degradation	0	1
Inositol phosphate metabolism	0	1
Biosynthesis of unsaturated fatty acids	1	0
Lysine biosynthesis	1	0
Sesquiterpenoid and triterpenoid biosynthesis	1	0
beta-Lactam resistance	2	0
Bacterial secretion system	4	0
Tryptophan metabolism	2	0
Ribosome	2	0
Protein export	2	0
Nucleotide excision and repair	1	0
Mismatch repair	2	0
One carbon pool by folate	1	0
DNA replication	1	0
RNA polymerase	1	0
Nicotinate and nicotinamide metabolism	1	0
Phenazine biosynthesis	1	0

Table S6. Differentially downregulated proteins in high sugar treatment.

ORF	Description	log ₂ FC
GWH15_02345	3-isopropylmalate dehydratase small subunit 1	-4.00
GWH15_14090	Formate dehydrogenase	-4.00
GWH15_00995	Glutamate synthase [NADPH] small chain	-4.00
GWH15_00610	Glycerate dehydrogenase	-4.00
GWH15_17605	Homoserine O-acetyltransferase	-4.00
GWH15_06475	1-deoxy-D-xylulose-5-phosphate synthase	-4.00
GWH15_06375	4-hydroxythreonine-4-phosphate dehydrogenase 2	-4.00
GWH15_01205	Dephospho-coa kinase	-4.00
GWH15_08325	L-2,4-diaminobutyrate decarboxylase	-4.00
GWH15_10235	Multifunctional cyclase-dehydratase-3-O-methyl transferase tcmn	-4.00
GWH15_11220	Phosphomethylpyrimidine synthase	-4.00
GWH15_18315	Phosphopantetheine adenylyltransferase	-4.00

GWH15_07695	Pyrroloquinoline-quinone synthase	-4.00
GWH15_02155	Riboflavin biosynthesis protein ribd	-4.00
GWH15_18275	3-deoxy-manno-octulosonate cytidyltransferase	-4.00
GWH15_01640	Acyl-[acyl-carrier-protein]--UDP-N-acetylglucosamine O-acyltransferase	-4.00
GWH15_15135	Lipopolysaccharide heptosyltransferase 1	-4.00
GWH15_15130	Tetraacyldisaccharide 4'-kinase	-4.00
GWH15_08130	UDP-3-O-acylglucosamine N-acyltransferase	-4.00
GWH15_12280	UDP-N-acetylenolpyruvoylglucosamine reductase	-4.00
GWH15_06130	Acetyl-coa:oxalate coa-transferase	-4.00
GWH15_07765	Phenylacetaldehyde dehydrogenase	-4.00
GWH15_11565	Biphenyl dioxygenase system ferredoxin subunit	-4.00
GWH15_11410	N-acetylglucosamine-6-phosphate deacetylase	-4.00
GWH15_07550	1,5-anhydro-D-fructose reductase	-4.00
GWH15_13480	2-dehydro-3-deoxy-D-gluconate 5-dehydrogenase	-4.00
GWH15_07735	2-hydroxy-3-oxopropionate reductase	-4.00
GWH15_17540	2-methylcitrate dehydratase	-4.00
GWH15_17545	2-methylcitrate synthase	-4.00
GWH15_05100	5'-nucleotidase	-4.00
GWH15_07745	Beta-galactosidase bgab	-4.00
GWH15_13400	Beta-xylosidase	-4.00
GWH15_07310	Inosose dehydratase	-4.00
GWH15_10460	NADH-quinone oxidoreductase subunit I	-4.00
GWH15_09940	Pyrethroid hydrolase	-4.00
GWH15_06155	Ribulose biphosphate carboxylase-like protein 2	-4.00
GWH15_08005	Sorbitol dehydrogenase	-4.00
GWH15_06480	Transketolase 2	-4.00
GWH15_18410	D-xylose 1-dehydrogenase	-4.00
GWH15_03275	Release factor glutamine methyltransferase	-4.00
GWH15_08570	6-carboxy-5,6,7,8-tetrahydropterin synthase	-4.00
GWH15_06145	Hypothetical protein	-4.00
GWH15_16100	Hypothetical protein	-4.00
GWH15_01830	Transcriptional regulatory protein yycf	-4.00
GWH15_13365	2-keto-3-deoxy-L-fuconate dehydrogenase	-4.00
GWH15_11615	3',5'-cyclic adenosine monophosphate phosphodiesterase cpda	-4.00
GWH15_11945	4-hydroxy-4-methyl-2-oxoglutarate aldolase	-4.00
GWH15_17960	4-hydroxy-4-methyl-2-oxoglutarate aldolase	-4.00
GWH15_19220	6'''-hydroxyparomomycin C oxidase	-4.00
GWH15_05265	Acetylxytan esterase	-4.00
GWH15_15430	Acyl-coa dehydrogenase	-4.00
GWH15_16250	Acyl-coa dehydrogenase	-4.00
GWH15_03975	Acyl-coenzyme A thioesterase paai	-4.00
GWH15_17610	Beta-barrel assembly-enhancing protease	-4.00
GWH15_12730	Cellulose synthase operon protein C	-4.00
GWH15_06620	D-galactonate dehydratase	-4.00
GWH15_17965	D-galactonate dehydratase	-4.00
GWH15_11940	D-galactonate dehydratase family member	-4.00
GWH15_02130	Endonuclease 4	-4.00
GWH15_00665	Endo-polygalacturonase	-4.00
GWH15_17915	Exo-poly-alpha-D-galacturonosidase	-4.00
GWH15_09450	Glutamate-pyruvate aminotransferase alaa	-4.00
GWH15_02870	Hydroxymethylglutaryl-coa lyase yngg	-4.00
GWH15_08530	Hydroxypyruvate isomerase	-4.00

GWH15_00145	Hypothetical protein	-4.00
GWH15_00585	Hypothetical protein	-4.00
GWH15_02685	Hypothetical protein	-4.00
GWH15_03305	Hypothetical protein	-4.00
GWH15_03765	Hypothetical protein	-4.00
GWH15_03835	Hypothetical protein	-4.00
GWH15_03840	Hypothetical protein	-4.00
GWH15_05465	Hypothetical protein	-4.00
GWH15_06125	Hypothetical protein	-4.00
GWH15_06295	Hypothetical protein	-4.00
GWH15_06310	Hypothetical protein	-4.00
GWH15_06330	Hypothetical protein	-4.00
GWH15_06345	Hypothetical protein	-4.00
GWH15_06600	Hypothetical protein	-4.00
GWH15_07205	Hypothetical protein	-4.00
GWH15_07540	Hypothetical protein	-4.00
GWH15_07555	Hypothetical protein	-4.00
GWH15_07565	Hypothetical protein	-4.00
GWH15_07740	Hypothetical protein	-4.00
GWH15_07750	Hypothetical protein	-4.00
GWH15_07795	Hypothetical protein	-4.00
GWH15_07975	Hypothetical protein	-4.00
GWH15_08075	Hypothetical protein	-4.00
GWH15_08600	Hypothetical protein	-4.00
GWH15_08945	Hypothetical protein	-4.00
GWH15_09720	Hypothetical protein	-4.00
GWH15_10775	Hypothetical protein	-4.00
GWH15_12310	Hypothetical protein	-4.00
GWH15_12655	Hypothetical protein	-4.00
GWH15_12725	Hypothetical protein	-4.00
GWH15_13405	Hypothetical protein	-4.00
GWH15_13455	Hypothetical protein	-4.00
GWH15_13460	Hypothetical protein	-4.00
GWH15_15770	Hypothetical protein	-4.00
GWH15_16360	Hypothetical protein	-4.00
GWH15_16925	Hypothetical protein	-4.00
GWH15_17970	Hypothetical protein	-4.00
GWH15_18790	Hypothetical protein	-4.00
GWH15_19005	Hypothetical protein	-4.00
GWH15_11130	Hypothetical protein	-4.00
GWH15_09830	Hypothetical protein	-4.00
GWH15_06095	Hypothetical protein	-4.00
GWH15_17550	Methylisocitrate lyase	-4.00
GWH15_05095	Methylxanthine N1-demethylase ndma	-4.00
GWH15_00990	NAD-dependent dihydropyrimidine dehydrogenase subunit prea	-4.00
GWH15_13220	Phosphoribosyl-AMP cyclohydrolase	-4.00
GWH15_00845	Prephenate dehydrogenase	-4.00
GWH15_18405	Putative 3-hydroxybutyryl-coa dehydrogenase	-4.00
GWH15_02095	Putative formate dehydrogenase	-4.00
GWH15_12060	Putative N-succinyl-diaminopimelate aminotransferase dapc	-4.00
GWH15_12955	Putative prophage major tail sheath protein	-4.00
GWH15_17805	Putative succinyl-coa:3-ketoacid coenzyme A transferase subunit B	-4.00

GWH15_03720	Reducing end xylose-releasing exo-oligoxylanase	-4.00
GWH15_09815	Retaining alpha-galactosidase	-4.00
GWH15_15040	Short-chain-enoyl-coa hydratase	-4.00
GWH15_13515	UDP-glucose 4-epimerase	-4.00
GWH15_07980	Hypothetical protein	-3.77
GWH15_07970	Hypothetical protein	-3.36
GWH15_07865	Putative acyl-coa dehydrogenase	-3.12
GWH15_07780	Gluconolactonase	-2.85
GWH15_07855	Putative 3-hydroxyacyl-coa dehydrogenase	-2.66
GWH15_13495	Virginiamycin B lyase	-2.42
GWH15_17530	Hypothetical protein	-2.40
GWH15_06300	Beta-galactosidase bgaa	-2.40
GWH15_07860	3-ketoacyl-coa thiolase	-2.28
GWH15_06320	Hypothetical protein	-2.16
GWH15_01715	Electron transfer flavoprotein subunit beta	-2.13
GWH15_18430	Glutamate dehydrogenase	-2.01
GWH15_07990	Extracellular exo-alpha-L-arabinofuranosidase	-1.97
GWH15_08000	Gluconate 5-dehydrogenase	-1.96
GWH15_06150	Non-reducing end beta-L-arabinofuranosidase	-1.91
GWH15_17820	Hypothetical protein	-1.77
GWH15_08445	Hypothetical protein	-1.73
GWH15_01710	Electron transfer flavoprotein subunit alpha	-1.71
GWH15_18330	Hypothetical protein	-1.71
GWH15_13235	Histidinol-phosphate aminotransferase 2	-1.70
GWH15_13420	Protein tolB	-1.70
GWH15_07965	Serine/threonine-protein kinase pknd	-1.69
GWH15_14310	Dihydroxy-acid dehydratase	-1.61
GWH15_07530	Hypothetical protein	-1.60
GWH15_03715	Hypothetical protein	-1.60
GWH15_11790	Metallo-beta-lactamase L1	-1.59
GWH15_09775	NAD-dependent malic enzyme	-1.58
GWH15_00385	Putative oxidoreductase ydbc	-1.54
GWH15_02245	1,4-beta-D-glucan glucohydrolase	-1.52
GWH15_11350	Putative KHG/KDPG aldolase	-1.51
GWH15_17080	Hypothetical protein	-1.49
GWH15_13390	L-rhamnonate dehydratase	-1.49
GWH15_01535	6-phosphogluconate dehydrogenase, NADP(+)-dependent	-1.49
GWH15_05340	General stress protein 69	-1.46
GWH15_13415	Xylitol oxidase	-1.46
GWH15_17570	D-galactarolactone cycloisomerase	-1.45
GWH15_07145	Long-chain-fatty-acid--coa ligase fadd15	-1.43
GWH15_16015	Putative propionyl-coa carboxylase beta chain 5	-1.42
GWH15_02240	Capsular glucan synthase	-1.42
GWH15_08525	Inosose dehydratase	-1.40
GWH15_01075	Catechol-2,3-dioxygenase	-1.36
GWH15_17815	Aldose 1-epimerase	-1.35
GWH15_14330	Scyllo-inositol 2-dehydrogenase (NAD(+))	-1.34
GWH15_18470	Adenine phosphoribosyltransferase	-1.32
GWH15_07615	4-hydroxy-4-methyl-2-oxoglutarate aldolase	-1.30
GWH15_02610	Monoterpene epsilon-lactone hydrolase	-1.26
GWH15_04030	Cystathionine beta-lyase metC	-1.23
GWH15_05255	Phosphoheptose isomerase	-1.23

GWH15_06910	4-alpha-glucanotransferase	-1.23
GWH15_11420	Copper-exporting P-type atpase A	-1.21
GWH15_13265	Hypothetical protein	-1.21
GWH15_14105	Free methionine-R-sulfoxide reductase	-1.20
GWH15_13500	Methylmalonate semialdehyde dehydrogenase [acylating]	-1.19
GWH15_11370	Gluconate 5-dehydrogenase	-1.17
GWH15_09530	Riboflavin biosynthesis protein ribba	-1.17
GWH15_18555	Ribonuclease R	-1.16
GWH15_06590	Hypothetical protein	-1.16
GWH15_14315	Hypothetical protein	-1.16
GWH15_12790	2-hydroxyhexa-2,4-dienoate hydratase	-1.14
GWH15_00640	Hypothetical protein	-1.14
GWH15_10795	Xylan 1,4-beta-xylosidase	-1.13
GWH15_02440	Acetyl-coenzyme A synthetase	-1.13
GWH15_11970	Aldehyde reductase yahk	-1.12
GWH15_06545	Putative glycerophosphoryl diester phosphodiesterase 1	-1.11
GWH15_02965	Hypothetical protein	-1.11
GWH15_13360	Ureidoglycolate lyase	-1.11
GWH15_14415	P-protein	-1.10
GWH15_11385	Hypothetical protein	-1.10
GWH15_05145	Hypothetical protein	-1.08
GWH15_15710	Putative glucose-6-phosphate 1-epimerase	-1.07
GWH15_06770	Hypothetical protein	-1.06
GWH15_14470	Hypothetical protein	-1.06
GWH15_14895	Oxalate decarboxylase oxdc	-1.03
GWH15_17295	Hypothetical protein	-1.03
GWH15_14850	Farnesyl diphosphate synthase	-1.03
GWH15_17980	Pyruvate dehydrogenase [ubiquinone]	-1.02
GWH15_08905	UDP-glucose 4-epimerase	-1.01
GWH15_10410	Trigger factor	-1.00

How the deposited data were processed for this re-analysis (not part of the article)

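RNA of *Granulicella* sp. WH15 grown on 0.025% (low sugar) or 3% cellobiose (high sugar) was measured in 6 libraries, 3 per condition, each from its own plate. Conditions were taken from the sample labels and the paper. The labels number the libraries 13 to 18, and the numbers 1 to 3 of the paper were not assigned to them.

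The authors extracted total RNA, depleted rRNA with the Ribo-Zero kit, prepared stranded libraries and sequenced single reads. They checked the reads with FastQC, aligned them to the WH15 genome with Bowtie2, quantified genes with RSEM and tested the fragment counts with edgeR at a false discovery rate of 0.05 and a log2 fold change of 1. Versions of these tools are not given in the sources used here. The authors deposited TPM values, scaled to the same total in each library, that were not normalized between libraries, and these are the values used here. TPM keeps no depth, so no count test was run and no counting error can be given. In the library labelled 14, 28.7% of TPM came from 1 gene, GWH15_07805, and in library 17, 4.24%.

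Each library was scaled by the median ratio of its genes to their geometric mean over the 6 libraries. Of 3940 genes, the 3913 with a TPM of 1 or more in at least 3 libraries were kept. High and low sugar were compared on log2(scaled TPM + 1) with limma 3.58.1 in R 4.3.3 (linear fit, moderated variances with a mean trend, Benjamini-Hochberg adjustment). A gene was counted as passing at an adjusted p under 0.05, with an absolute log2 fold change above 1 where stated. Gene lists were tested with limma's camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry for direction. Fry also gave a mixed test, for change in either direction. Of 17 lists given by locus tag or by the paper's tables, 13 had 5 or more measured members and were tested. Another 25 lists written as product words were not used, because the values carry locus tags only and 0 of the 3940 tags matched the RefSeq table of the organism. No genome coordinates are given for that reason. Gene names and products are those of the paper's text and Tables S3, S4 and S6.

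The genes named are those the paper names from the transcriptome, up to 4 members of each list with the largest change, and the 10 largest in each direction among genes passing the test without overlap of the groups, of which there were 0. This rule, the tests and the alternatives were fixed before the data were examined, but after Table S3 had been read. Other genes are named only where their choice after the values were seen is stated. Single values were compared by exact two-sided permutation tests, for which 3 plates against 3 allow no p under 0.1. Correlations with protein values used 100000 permutations, and neighbouring genes 10000 random placements.

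The procedure was tested on simulated data for high against low sugar, with 3913 genes, 3 libraries per group, 200 changed genes, the fitted spread of each gene and 20 draws. On average 95.5% of the genes changed by 1 on the log2 scale were recovered and 99.6% of those changed by 2, with 8.85 false calls. The changed genes were drawn at random, the spread was limma's moderated one, and the errors were independent between genes. These rates do not hold for genes that vary more or that vary together. The genes of Table S3 did vary together, with estimated correlations of 0.94 for those listed up and 0.83 for those listed down. In the real data 53 genes of Table S3 lay beyond 1 by estimate and 0 of them passed in limma, with standard errors from 0.19 to 0.72 (median 0.42), where the median over all genes was 0.11. The alternatives were the TPM as deposited, removal of the 6 stable RNAs that Table S3 identifies, quantile normalization, pseudocounts of 0.1 and 5, no filter, a filter at a TPM of 10, fits without the trend and with robust variances, other thresholds, and leaving out each library. Corrections for GC content and length were not run, since neither pairs with the locus tags. Figures were drawn with matplotlib 3.10.9.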

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

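The tests in this part were chosen after the results were seen, except the test of the most abundant transcripts in library 17 and the count of gene lists over other groupings, which were written before.

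Outside the genes the paper discusses, 4 had a log2 fold change beyond 1 in size and no overlap between the groups' libraries, 3 lower and 1 higher in high sugar. The higher one and the 2 lower ones of largest size are named because of these values. GWH15_03925 had a log2 fold change of -1.26 (adjusted p = 0.19 from limma) and GWH15_12810 one of 1.02 (adjusted p = 0.22 from limma). GWH15_07805, the tag before *ssrA*, had a log2 fold change of -1.26 (standard error 0.59, adjusted p = 0.32 from limma) and was the transcript with the largest share of TPM. With 1 library left out its value ran from -1.62 to -0.59, and without library 17 or library 14 it was under 1 in size, while GWH15_03925 ran from -1.36 to -1.13 and GWH15_12810 from 0.77 to 1.25. None of these has a name in the paper's tables.

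With the TPM as deposited 201 genes passed an adjusted p of 0.05 in limma, and after scaling 0 passed. The median log2 fold change of all genes was 0.19 as deposited and 0.022 with GWH15_07805 removed, so a differing share of 1 abundant transcript may account for the shift. The variance shared between genes may account for the count, since limma's prior degrees of freedom were 599 as deposited and 3.31 after scaling. With the prior held at 3.31, 0 genes passed as deposited, but 0 passed after scaling as well. This test replaced one on each gene's own variance, which also gave 0 genes in both. The median residual SD was larger as deposited (0.21 against 0.13 after scaling). The passes as deposited thus rest on the prior, and neither test can tell whether these genes changed. Stable RNA left after depletion stays open, because the 6 RNA genes that Table S3 identifies hold too little of the TPM to move the median (0.19 with them removed) and GWH15_07805 has no annotation in the paper's tables. A general rise of transcripts per cell cannot be told apart from these either, because TPM sums to a fixed total.

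Library 17 differed from libraries 16 and 18. Genes were taken here at an unadjusted p under 0.05 in limma and a log2 fold change beyond 1 without library 17, 24 lower and 55 higher. On a scale with low sugar at 0 and the mean of libraries 16 and 18 at 1, the 24 lower genes lay at a median of 1.33 in library 17 (quartiles 1.21 and 1.67), which argues against a low sugar library with the wrong label. However, the 55 higher genes lay at 0.043 in it, 54 of them below 0.5, as such a label would give. Its correlations with libraries 13 and 15 (0.970 and 0.967) were also above those with libraries 16 and 18 (0.949 and 0.955), as such a label would give too. The difference of -1.29 between the higher and the lower genes argues against a mixture of high and low sugar RNA. A lower yield of abundant transcripts in general is also argued against, since the 50 most abundant genes outside Table S3 differed by a median of -0.0061 on the log2 scale (quartiles -0.091 and 0.014), although GWH15_07805 held 4.24% of TPM in library 17 against 13.7% and 14.8% in libraries 16 and 18, and *ssrA* was at 245 scaled TPM against 1033 and 1065. A different state of the cells on that plate stays open and was not tested.

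There are 10 groupings of the 6 libraries into 3 and 3, too few for a share under 0.05. The real grouping had 646 genes at an unadjusted p under 0.05 and the highest of the others 477, so 1 of the 10 reached the real value. For genes passing with a log2 fold change beyond 1 the values were 0 and 1, and all 10 groupings reached the real value, which a real value of 0 fixes beforehand, so this count decides nothing. For gene lists passing camera with the preset correlation they were 3 and 3, and 2 of the 10 reached it. The 3 lists of the real grouping are those of Table S3 and Table 5, which the study chose on this grouping of these libraries, so this count is circular and decides nothing either. In the real grouping 0 lists passed camera with an estimated correlation or fry's test of direction. Fry's mixed test, for change in either direction, did pass lists, and it does not compare a list with other genes. At adjusted p from 0.037 to 0.044 it passed the genes down in Table S3 and those of Table 5. It also passed the proteins with a measured rise and those detected only in high or only in low sugar. The hydrolases, the amino acid enzymes and the rhamnosidases and beta-galactosidases passed as well. Over all lists tested the adjusted p of fry's mixed test ran from 0.037, among others for the proteins with a measured rise, to 0.33 for the TonB-dependent receptors.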

How the results depend on the processing

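The removal of GWH15_07805, the counts at an unadjusted p with a fold threshold, the neighbour counts over Table S3 and over such genes, and the log2 ratio of group means (58 of 58 in the listed direction) were chosen after the data were seen. No paired analysis was possible because the values' columns carry no replicate numbers shared between the conditions. The correction for GC content and length was not run, and a filter at a TPM of 10 removed 0 further genes, so it tests nothing. In limma, the count of genes passing with a log2 fold change beyond 1 was 0, and it was 65 with the TPM as deposited, 59 with the 6 stable RNAs identified in Table S3 removed, 1 with quantile normalization (*trpC*), 56 at an unadjusted p, and 0 to 65 when 1 library was left out (65 without library 17 and 2 without library 14). Of the 65 genes as deposited, 47 were also among the 65 without library 17. With GWH15_07805 removed the count stayed at 0, but the smallest adjusted p from limma was 0.057, against 0.19 with it kept. At an adjusted p under 0.1 from limma, 21 genes lay beyond 1 with GWH15_07805 removed, against 0 with it kept. As deposited and with the 6 RNAs removed, 0 genes passed with limma's prior held at its value after scaling. With no fold threshold the count of 0 became 201 as deposited, 198 with these RNAs removed (155 higher and 43 lower), 1 with quantile normalization and 0 to 122 with 1 library left out. Beyond 1.5 it became 28, 25 and 0 to 35. Genes at an unadjusted p under 0.05 ranged from 321 (without library 14) to 994 (without library 18). Of the 58 genes of Table S3, 0 passed with a log2 fold change beyond 1, and 52 did as deposited, 46 with the 6 RNAs removed, 1 with quantile normalization and 0 to 39 with 1 library left out (58 as deposited and 52 with the RNAs removed at the adjusted p alone), while all those tested had the listed direction in every setting. Adjusted over the list alone, 55 passed, and 35 with robust variances. The difference in the share of these 6 RNAs, which leave out the other RNA genes of the genome, 0.058 percentage points (exact permutation test, p = 0.8), was -0.041 for rRNA only and -0.048 to 0.18 with 1 library left out. Neighbouring pairs were 0, and 14 as deposited, 10 over Table S3 and 9 at an unadjusted p. The medians of 9 of the 11 lists below 0 turned to between 0.0043 and 0.20 as deposited, among them trehalose (0.15), the pentose phosphate pathway (0.10) and cellulose biosynthesis (0.025, and -0.24 to -0.079 with 1 library left out), and to between 0.0052 and 0.20 with the 6 RNAs removed. The median of all genes moved as well, from -0.0062 to 0.19 in both settings, so these turns do not by themselves show a rise relative to other genes. The median of the polygalacturonases turned from 0.017 to -0.024 with quantile normalization and -0.0089 without library 17, and rose to 0.21 as deposited. That of the proteins with a measured fall turned from -0.025 to 0.0031 with quantile normalization or with GWH15_07805 removed, 0.0077 without library 14 and 0.17 as deposited, and lay above 0 without library 17 as well. Near 0, the median of the TonB-dependent receptors turned from 0.010 to between -0.017 (without library 14) and 0.051 with 1 library left out, and that of the amino acid enzymes from -0.0012 to 0.0069 with quantile normalization, 0.027 with GWH15_07805 removed and -0.032 to 0.031 with 1 library left out. GWH15_13925 turned to 0.12 as deposited and 0.12 with the 6 RNAs removed, GWH15_07745 to 0.0043 and 0.0052, and GWH15_06350 to 0.081 and 0.082. Of 81 genes named in the text or listed in Table S3, 55 passed with a log2 fold change beyond 1 as deposited, 41 without library 17, 2 without library 14 and 1 with quantile normalization. The 3 lists passing camera with the preset correlation (0 with an estimated correlation and 0 in fry's test of direction), the correlation with protein values (0.095 to 0.12) and the log2 ratio of *higA* to *higB-1* (0.33 to 0.57 higher in high sugar) kept their direction. The causes were not tested here, apart from those weighed above. TPM without counts gives no limit set by depth.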

Differences from the paper's values

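The counts below were made with limma on TPM, where the paper tested counts. As deposited and with the 6 stable RNAs removed, limma's prior degrees of freedom were 599 and 1040. All 65 and all 59 genes beyond 1 then passed, so counts beyond a fold threshold in these settings reflect fold sizes alone. With the prior held at 3.31, its value after scaling, 0 genes passed in either. The paper's total of 106 and its 53 and 53 are given in its text with a p-value only, written there as above 0.05 and read here as a slip for below 0.05 because its methods give a false discovery rate of 0.05, and are set beside counts at an adjusted p of 0.05 with no fold threshold. The paper's methods also name a log2 fold change of 1, and with it the totals were 65 as deposited, 65 without library 17 and 59 with the 6 stable RNAs identified in Table S3 removed, none within 1.5 times of 106. Of these, 53 were higher without library 17, as many as the paper reports, and 36 as deposited, within 1.5 times, while 34 with the RNAs removed were not, and the 12, 29 and 25 lower in that order were not within 1.5 times of 53. The counts beyond 1 and 1.5 are at an adjusted p of 0.05 as well. The paper reports 106 differentially expressed genes and the count here was 0. Of the alternatives set before the data were examined, leaving out library 17 gave 122, within 1.5 times the paper's value, and the TPM as deposited gave 201 and removal of these RNAs 198, which are not. The paper reports 53 upregulated genes against 0 here, and with no fold threshold no alternative came within 1.5 times (154 as deposited, 155 with these RNAs removed and 109 without library 17). For the 53 genes the paper reports as downregulated, against 0 here, 47 as deposited and 43 with these RNAs removed came within it, and 13 without library 17 did not. The paper reports 28 genes upregulated beyond 1 against 0 here, and 36 as deposited and 34 with these RNAs removed came within 1.5 times, while 53 without library 17 did not. For the paper's 30 genes downregulated beyond 1, against 0 here, 29 as deposited and 25 with these RNAs removed came within it, and 12 without library 17 did not. The paper reports 17 genes upregulated beyond 1.5 against 0 here, with 17 as deposited and 15 with these RNAs removed within 1.5 times and 27 without library 17 outside. For the paper's 12 genes downregulated beyond 1.5, against 0 here, 11 as deposited, 10 with these RNAs removed and 8 without library 17 came within it. The other alternatives gave counts of 0 to 2 and did not come within 1.5 times of any of these values.

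Counting genes at an unadjusted p under 0.05, chosen after seeing the values, gave 24 higher and 32 lower beyond 1 and 12 and 15 beyond 1.5. It drops 5 of the 28 genes the paper lists as upregulated and 1 of the 30 it lists as downregulated. All 28 log2 fold changes of the genes listed as upregulated were smaller here than in the paper's Table S3, with a median difference of -0.18 and the largest at -0.38, and 12 lay above 1.5 where the paper's table has 17. Here the log2 values of the plates were averaged. With the log2 ratio of the groups' mean scaled TPM instead, an estimate chosen after seeing the values, the largest difference from the paper over the 58 genes was 0.03, 17 lay above 1.5 and 13 below -1.5 as in the table, and 0 of the 58 fell to 1 or less in size. By the mean of logs, of the 30 listed as downregulated 21 were smaller in size and 9 larger here, with a median difference of 0.04. The differences were smaller than the standard error between plates for all 58 genes, for 36 with the TPM as deposited and for 16 without library 17, but both estimates rest on the same plates, so this error is not that of their difference.

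The paper's text and tables differ in some counts. Table S3 lists 13 genes below -1.5 where the text counts 12. The tables list 3 genes as lower in both the transcriptome and the proteome, *gndA*, GWH15_08600 and GWH15_12725, and the text's sentence on genes lower in both leaves out GWH15_12725. Table S4 holds 120 genes with a measured rise where the text gives 121.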

Other observations

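None of the protein groups from the paper's proteome that were tested passed limma's camera test in the transcripts. The 29 efflux proteins more abundant in high sugar had a median transcript log2 fold change of 0.03 (camera adjusted p = 0.44 from limma), with *tolC* (GWH15_19570) at 0.32 (adjusted p = 0.32 from limma) and the macrolide export protein MacA (GWH15_03815) at -0.35 (adjusted p = 0.31 from limma). The 22 TonB-dependent receptors had a median of 0.01 (camera adjusted p = 0.71 from limma), with GWH15_05980 at 0.31 (adjusted p = 0.32 from limma) and GWH15_15010 at 0.22 (adjusted p = 0.32 from limma). Among proteins with a measured rise the largest transcript differences were those of the BON domain protein GWH15_06900, at -0.63 (adjusted p = 0.25 from limma), and of GWH15_03080, a putative mycofactocin maturase, at 0.51 (adjusted p = 0.38 from limma). The paper chose these groups on its protein values.

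Apart from the 5 genes of Table 5, which are given beside the paper's sentence on them, 4 lists of carbon and amino acid metabolism were tested and none passed limma's camera test. In fry's mixed test, for change in either direction, the adjusted p was 0.24 for fatty acid degradation and 0.037 for each of the others. The 7 hydrolases of secondary carbon sources had a median of -0.06 (camera adjusted p = 0.71 from limma), with the beta-xylosidase GWH15_13400 at -0.33 (adjusted p = 0.27 from limma) and the beta-galactosidase GWH15_07745 at -0.19 (adjusted p = 0.36 from limma). The 8 genes of fatty acid degradation had a median of -0.08 (camera adjusted p = 0.35 from limma), with an acyl-CoA dehydrogenase (GWH15_15430) at -0.31 (adjusted p = 0.36 from limma) and a fatty acid CoA ligase (GWH15_07145) at 0.15 (adjusted p = 0.52 from limma). The 5 amino acid enzymes lower in the proteome had a median of -0.0012 (camera adjusted p = 0.97 from limma), with prephenate dehydrogenase (GWH15_00845) at 0.26 (adjusted p = 0.33 from limma) and a subunit of 3-isopropylmalate dehydratase (GWH15_02345) at -0.24 (adjusted p = 0.35 from limma). The 5 rhamnosidases and beta-galactosidases had a median of -0.19 (camera adjusted p = 0.71 from limma), with the rhamnosidase GWH15_03775 at -0.45 (adjusted p = 0.22 from limma) and the beta-galactosidase GWH15_05655 at -0.22 (adjusted p = 0.47 from limma). Of these 5 genes, 1 higher and 1 lower passed in limma when adjusted over the list alone, and none over all genes.

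Lists under 5 genes were not tested as sets. The 4 trehalose genes had a median of -0.04, with trehalase (GWH15_13920) at 0.19 (adjusted p = 0.39 from limma) and the maltosyltransferase GWH15_13925 at -0.07 (adjusted p = 0.55 from limma). The 4 genes of the pentose phosphate pathway had a median of -0.09 and a mean of -0.33, the latter set by *gndA*, with 2 lower and 0 higher passing in limma when adjusted over the list alone, and the gluconolactonase GWH15_07780 was at -0.32 (adjusted p = 0.26 from limma). The 4 polygalacturonases had a median of 0.02, with GWH15_17915 at 0.13 (adjusted p = 0.40 from limma) and GWH15_06350 at -0.11 (adjusted p = 0.58 from limma). The 3 cellulose biosynthesis genes had a median of -0.17 and a mean of -0.59, with 1 lower passing when adjusted over the list alone, *acsC* (GWH15_12725) at -1.89 (adjusted p = 0.19 from limma) and *acsAB* (GWH15_03685) at 0.28 (adjusted p = 0.46 from limma).

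GWH15_07805 had 92.9, 93.0 and 134 times the TPM of *ssrA* in libraries 13, 14 and 15 and 130, 145 and 138 times in libraries 16, 17 and 18. Its share of TPM was 20.6 ± 7.18% in low sugar and 10.9 ± 5.80% in high sugar (exact two-sided permutation test, p = 0.1, n = 3, the smallest p possible). The 6 stable RNAs identified in Table S3 (tRNA-Asn, tRNA-Asp, 16S and 23S rRNA, *ssrA* and RNase P) together made up 0.462 ± 0.165% of TPM in low sugar and 0.520 ± 0.231% in high sugar, and their rRNA alone 0.0647 ± 0.0216% and 0.0232 ± 0.00207% (exact two-sided permutation test, p = 0.1, n = 3).

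Without library 17, 25 genes outside Table S3 passed in limma as higher by more than 1 on the log2 scale and 1 as lower. With the TPM as deposited, 8 and 5 did, but 0 genes passed there with limma's prior held at its value after scaling.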
